# The histone H4 lysine 20 demethylase DPY-21 regulates the dynamics of condensin DC binding

**DOI:** 10.1242/jcs.258818

**Published:** 2022-01-26

**Authors:** Laura Breimann, Ana Karina Morao, Jun Kim, David Sebastian Jimenez, Nina Maryn, Krishna Bikkasani, Michael J. Carrozza, Sarah E. Albritton, Maxwell Kramer, Lena Annika Street, Kustrim Cerimi, Vic-Fabienne Schumann, Ella Bahry, Stephan Preibisch, Andrew Woehler, Sevinç Ercan

**Keywords:** Condensin, Transcription, Histone modifications, FRAP, Hi-C, *C*. *elegans*

## Abstract

Condensin is a multi-subunit structural maintenance of chromosomes (SMC) complex that binds to and compacts chromosomes. Here, we addressed the regulation of condensin binding dynamics using *Caenorhabditis elegans* condensin DC, which represses X chromosomes in hermaphrodites for dosage compensation. We established fluorescence recovery after photobleaching (FRAP) using the SMC4 homolog DPY-27 and showed that a well-characterized ATPase mutation abolishes DPY-27 binding to X chromosomes. Next, we performed FRAP in the background of several chromatin modifier mutants that cause varying degrees of X chromosome derepression. The greatest effect was in a null mutant of the H4K20me2 demethylase DPY-21, where the mobile fraction of condensin DC reduced from ∼30% to 10%. In contrast, a catalytic mutant of *dpy-21* did not regulate condensin DC mobility. Hi-C sequencing data from the *dpy-21* null mutant showed little change compared to wild-type data, uncoupling Hi-C-measured long-range DNA contacts from transcriptional repression of the X chromosomes. Taken together, our results indicate that DPY-21 has a non-catalytic role in regulating the dynamics of condensin DC binding, which is important for transcription repression.

## Abstract (precis)

**Summary:** The histone demethylase DPY-21 has catalytic and non-catalytic roles in condensin DC-mediated X chromosome repression. The non-catalytic activity regulates dynamics of condensin DC binding to X chromosomes.

## INTRODUCTION

The evolutionarily conserved structural maintenance of chromosomes (SMC) complexes use the energy from ATP hydrolysis to regulate chromosome structure in various nuclear processes (Hirano, 2016). Condensin is an SMC complex that regulates DNA compaction for chromosome segregation during cell division and genome organization for transcription regulation during interphase (Paul et al., 2018a). The current model of how condensins compact DNA involves a process called loop extrusion (Cacciatore and Rowland, 2019; Goloborodko et al., 2016). Unlike a related SMC complex called cohesion, the proteins and chromatin factors that regulate the dynamics of condensin binding are less clear (Paul et al., 2018b). Here, we addressed this question using the *Caenorhabditis elegans* dosage compensation system, where X chromosome-specific condensin binding and function is better understood and serves as a model for the metazoan condensins (Albritton and Ercan, 2018).

In *C. elegans*, X chromosome dosage compensation is mediated by a specialized condensin that forms the core of the dosage compensation complex (DCC) (Meyer, 2005). This X chromosome-specific condensin (hereafter referred to as condensin DC) is distinguished from the canonical condensin I by a single SMC-4 variant called DPY-27 (Csankovszki et al., 2009). The current model of condensin DC binding to the X chromosomes posits that SDC-2, along with SDC-3 and DPY-30, initiates X chromosome-specific binding of the complex to a small number of recruitment elements on the X (*rex*) (Albritton et al., 2017; Csankovszki et al., 2004; Jans et al., 2009). Robust binding of condensin DC to the X chromosomes requires multiple *rex* elements (Albritton et al., 2017). The complex binding is enriched at active promoters, enhancers and other accessible sites (Ercan et al., 2009; Street et al., 2019). Similar to other SMC complexes, condensin DC likely translocates along DNA through loop extrusion and mediates long-range DNA contacts enriched on the X chromosomes (Anderson et al., 2019; Crane et al., 2015; Jimenez et al., 2021 preprint). A subset of the strong *rex* sites also serve as blocks to condensin DC movement, insulating DNA contacts and forming loop-anchored topologically associating domains (TADs) (Crane et al., 2015; Jimenez et al., 2021 preprint).

Condensin DC physically interacts with DPY-21 (Yonker and Meyer, 2003), a Jumonji domain-containing histone demethylase that converts dimethylated histone H4 lysine 20 (H4K20me2) to monomethylated histone H4 lysine 20 (H4K20me1) (Brejc et al., 2017), resulting in increased levels of H4K20me1 and reduced levels of di- and tri-methylated histone H4 lysine 20 (H4K20me2/3) on the X chromosome (Vielle et al., 2012; Wells et al., 2012). This leads to deacetylation of histone H4 at lysine 16 mediated by SIR-2.1 (Wells et al., 2012). As a result, the two dosage compensated X chromosomes in hermaphrodites contain higher levels of H4K20me1 and lower levels of histone H4 lysine 16 acetylation (H4K16ac). Furthermore, condensin DC and *dpy-21* are also required for lower levels of histone H3 lysine 27 acetylation (H3K27ac) on the X chromosome (Street et al., 2019). An increase of H4K20me1 and decreased acetylation mirror the histone modification changes on metazoan mitotic chromatin (Schmitz et al., 2020), providing a link between canonical condensin and condensin DC binding to chromatin.

In this study, we analyzed the effect of several mutants that regulate H4K20 methylation and H4K16 acetylation on the dynamics of condensin DC binding using fluorescence recovery after photobleaching (FRAP). We established FRAP in *C. elegans* intestine cells using a GFP-tagged DPY-27 and validated the system by demonstrating that condensin DC mobility increases upon depletion of its recruiter SDC-2. We found that introducing a well-characterized mutation in the ATPase domain of DPY-27 eliminated its binding to the X chromosomes, as measured by FRAP and ChIP-seq. Mutants that regulate H4K20 methylation and H4K16 deacetylation showed subtle effects on condensin DC binding dynamics as measured by FRAP. The most substantial effect was in the *dpy-21* null mutant, in which the fraction of mobile DPY-27 was reduced from ∼30% to ∼10%. Unlike the null mutant, the *dpy-21(JmjC)* catalytic mutant did not affect condensin DC mobility, suggesting that the role of DPY-21 in regulating condensin DC binding dynamics is non-catalytic. We performed Hi-C analysis in the *dpy-21* null mutant and *dpy-21(JmjC)* catalytic mutant and observed little change in long-range DNA contacts, including those between the *rex* sites (Brejc et al., 2017). Taken together, our results suggest that DPY-21 has a non-catalytic role in regulating the dynamics of condensin DC binding to the X chromosomes, which is important for its function in transcription repression.

## RESULTS

### FRAP measurement of condensin DC binding *in vivo*

To analyze condensin DC binding *in vivo*, we used FRAP, which has been used previously to measure functionally relevant dynamics of condensin binding in budding yeast (Thadani et al., 2018) and of condensin I and II complexes in human cells (Gerlich et al., 2006; Walther et al., 2018). We set up the FRAP system using DPY-27, the SMC4 homolog that distinguishes condensin DC from condensin I (Fig. 1A). To fluorescently label DPY-27, we added a Halo tag endogenously at the C terminus using CRISPR/Cas9 genome editing. Unlike *dpy-27* mutants, which have lethal or dumpy phenotypes, the resulting animals were phenotypically wild type, indicating that the tagged protein complements protein function. This was also supported by subnuclear localization of DPY-27::Halo, which is typical of X chromosome-specific localization of the DCC (Fig. 1B) (Csankovszki et al., 2004; Jans et al., 2009). DPY-27::Halo did not photobleach sufficiently in our hands, and endogenous tagging with GFP did not produce a strong signal. Thus, we turned to expressing a GFP-tagged copy of DPY-27 using a heat-inducible promoter to perform FRAP. First, we characterized the expression of the transgene by incubating adults at 35°C for 1 h then moving them to the normal growth temperature of 20°C. After 3 h at 20°C, excess DPY-27::GFP was visible across the nuclei, but after 8 h, localization was constrained to a subnuclear domain, suggesting that the remaining protein bound specifically to the X chromosomes (Fig. 1C).

**Fig. 1.**
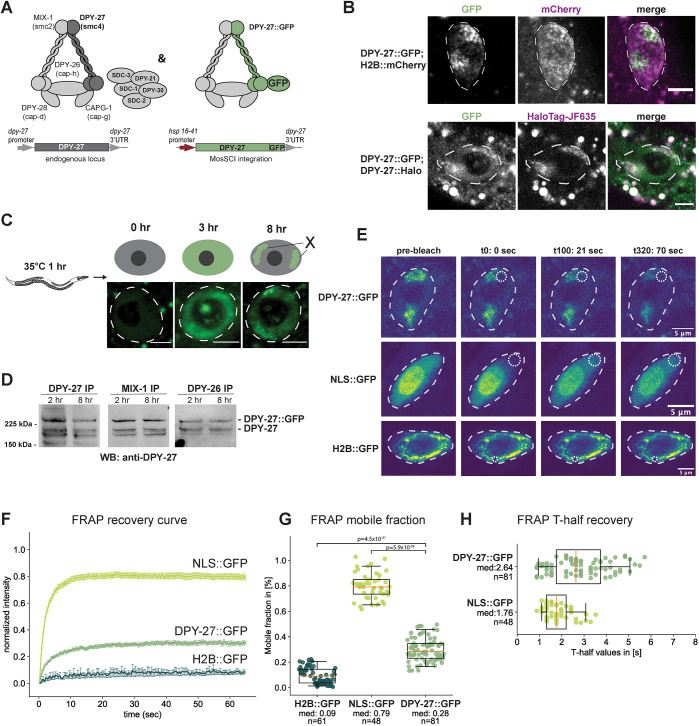
**FRAP analysis of condensin DC binding.** (A) Left panel illustrates condensin DC along with the rest of the DCC subunits. The right panel indicates the expression of GFP-tagged DPY-27 under the control of a heat shock-inducible promoter at the chromosome II MosSCI site. (B) DPY-27::GFP subnuclear localization to the X chromosomes in intestinal cells 8 h after heat-induced expression (top row) was validated by colocalization with the endogenously tagged DPY-27::Halo stained with JF635 HaloTag ligand (bottom row). Nuclei are outlined by white dashed lines. Images are representative of three biological replicates with a minimum of 20 images. Scale bars: 5 µm. (C) Illustration of the heat-shock protocol (top). Young adult worms were heat shocked for 1 h at 35°C, and fluorescence was followed in the large intestinal cells. DPY-27::GFP subnuclear localization indicative of X chromosome binding is apparent after 8 h of recovery. Representative example images from a total of three biological replicates with a minimum of 30 images are shown for each time point, with the nuclear area marked using a white dashed line. Scale bars: 5 µm. (D) DPY-27::GFP interaction with condensin DC subunits was validated by co-immunoprecipitation with MIX-1 and DPY-26. Young adult worms were used for immunoprecipitation (IP) either 2 h or 8 h after heat shock at 35°C for 1 h and analyzed by western blotting (WB) using an anti-DPY-27 antibody. The intensity of the GFP-tagged DPY-27 and endogenous protein bands in the DPY-27 IP lane indicates the relative abundance of each protein. The intensity of the GFP-tagged DPY-27 and the endogenous protein bands in the other lanes indicates the relative interaction of endogenous and DPY-27::GFP with the immunoprecipitated subunit. Blots are representative of three experiments. (E) FRAP sequence for intestine nuclei of adult *C. elegans* worms expressing either DPY-27::GFP, NLS::GFP or H2B::GFP. The first column of images depicts the first image of the pre-bleach series (a total of 20 images). The second column shows the first image after the single point bleach, with the bleached area indicated by the dotted circle. The third and fourth columns depict two time points after the bleach point: t100 (21 s) and t320 (70 s), respectively. Nuclei are outlined by white dashed lines. (F) Mean FRAP recovery curves from worms expressing wild-type DPY-27::GFP, H2B::GFP or NLS::GFP. Data are mean±s.e.m. Numbers of bleached single intestine nuclei (from at least three biological replicates) for each experiment are *n*=81 for DPY-27::GFP, *n*=48 for NLS::GFP and *n*=61 for H2B::GFP. (G) Mobile fractions for the different GFP-tagged proteins or free GFP. The mobile fraction is the lowest for H2B::GFP and the highest for NLS::GFP. The mobile fraction for DPY-27::GFP is ∼28%. *P*-values are from an two-tailed independent two-sample *t*-test. (H) FRAP half time recovery (T-half) values for the bleach curves shown in Fig. 1F. The half time recovery for NLS::GFP shows a shorter diffusion time than DPY-27::GFP. H2B::GFP is not shown due to the very low recovery of the fluorescence signal during the experimental time frame. Boxplots in G and H show the median (line), interquartile range (box) and whiskers at the 5th and 95th percentile of the dataset. The median values (med) and number of nuclei analyzed are shown for each group.

We validated that DPY-27::GFP forms a complex and binds to DNA as expected in three ways. First, we analyzed the localization of DPY-27::GFP after 8 h of recovery in intestine cells in the presence of the Halo-tagged endogenous protein. DPY-27::GFP colocalized with DPY-27::Halo, indicating proper localization (Fig. 1B; Fig. S1A). Second, DPY-27::GFP was detected in immunoprecipitates of DC subunits, supporting the complex-formation capabilities of DPY-27::GFP (Fig. 1D; Fig. S1B). Third, DPY-27::GFP was enriched on the X chromosomes, and the ChIP-seq binding pattern followed that of DPY-26, the kleisin subunit of condensin DC (Fig. S1C; Fig. 2C).

**Fig. 2.**
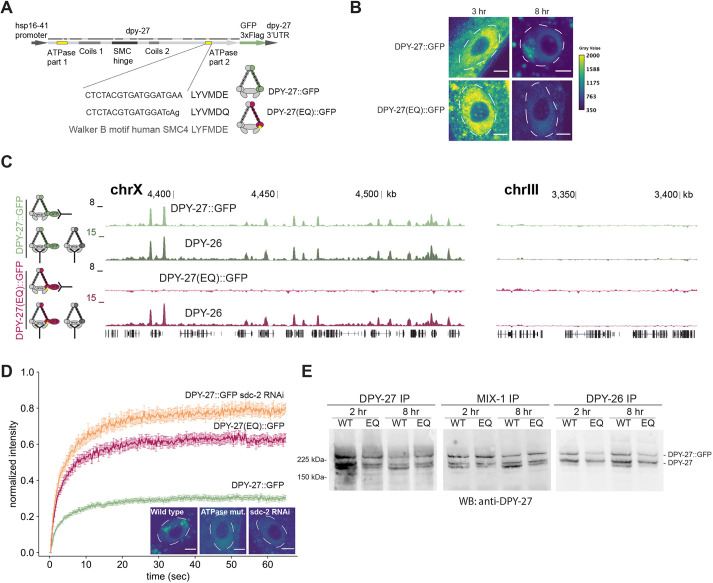
**The effect of a conserved SMC ATPase mutation on DPY-27 binding, function, protein stability and complex formation.** (A) Sequence encoding heat shock-inducible GFP-tagged DPY-27(EQ). The DNA sequence coding for the conserved Walker B motif and the E-to-Q mutation are shown below. (B) Localization of the wild-type and EQ ATPase mutant DPY-27::GFP proteins in intestine cells. Adults were heat shocked at 35°C for 1 h and recovered for either 3 h or 8 h. Unlike DPY-27::GFP, the ATPase EQ mutant did not show subnuclear localization. Nuclei are outlined by white dashed lines. Images are representative of three replicates (quantified in Fig. S3E). Scale bars: 5 µm. (C) ChIP-seq analysis of wild-type and ATPase mutant DPY-27::GFP using an anti-GFP antibody in embryos. ChIP against DPY-26 was used as a positive control in the same extracts. Unlike the wild-type protein, the ATPase mutant failed to bind to the X chromosome (chrX), and both did not localize to the autosomes. A representative region from chromosome III is shown in the right panel. ChIP profiles show normalized read coverage (*y*-axis) for representative regions on chromosome X and III in a UCSC genome browser snapshot. Data are representative of three replicate experiments. (D) Mean FRAP recovery curves from DPY-27::GFP, DPY-27(EQ)::GFP and DPY-27::GFP upon SDC-2 RNAi. FRAP was performed ∼8 h after the heat shock. Data are mean±s.e.m. Numbers of bleached single intestine nuclei (from at least three biological replicates) for each experiment are *n*=81 for DPY-27::GFP, *n*=37 for DPY-27(EQ)::GFP and *n*=32 for DPY-27::GFP sdc-2 RNAi. The images depict examples of intestine nuclei used for FRAP analysis. Unlike DPY-27::GFP, the ATPase EQ mutant did not show subnuclear localization, similar to when condensin DC recruiter SDC-2 was knocked down. Nuclei are outlined by white dashed lines. Scale bars: 5 µm. (E) Co-immunoprecipitation analysis of condensin DC subunits. Protein extracts were prepared from larvae that were heat shocked for 1 h at 35°C and recovered at 20°C for 2 h or 8 h. Immunoprecipitation (IP) of condensin DC subunits DPY-27, DPY-26 and MIX-1 was performed, and immunoprecipitated DPY-27::GFP and endogenous protein were analyzed by western blotting (WB) with an anti-DPY-27 antibody. The intensity of the DPY-27::GFP and endogenous protein bands in the DPY-27 IP lane indicates the relative abundance of each protein. The intensity of DPY-27::GFP and endogenous protein bands in other lanes indicates their relative interaction with each subunit. Blots are representative of two experiments.

We chose intestine cells for performing FRAP because the nuclei of these cells are large due to polyploidy, and subnuclear localization of the complex is easily detected (Fig. 1E). Previous studies have also used these cells to analyze condensin DC binding by immunofluorescence (Brejc et al., 2017; Csankovszki et al., 2004; Wells et al., 2012; Yonker and Meyer, 2003). In addition, controlling DPY-27::GFP expression in intestines was easier than in embryos, where the nuclei were small (Fig. S1D) and there was variability in heat-induced expression of DPY-27::GFP (Fig. S1E).

To further validate the FRAP assay in intestine cells, we compared DPY-27::GFP recovery to that of free GFP with a nuclear localization signal (NLS::GFP) and histone H2B::GFP (Fig. 1E–H). FRAP allows two types of quantitative measurement of protein mobility. First is the proportion of mobile molecules, which is calculated from the percentage of the recovered signal at the bleached area by replacement of bleached molecules. Second is the recovery speed, where diffusion is indicated by a fast recovery, transient binding results in a slower recovery, and stable binding is observed as an increase in the immobile fraction (Mueller et al., 2013). As expected, the mobile fraction of free GFP (Fig. 1G) was much higher than that of histone H2B. H2B::GFP minimally recovered during the experiment time frame and was therefore excluded from the half-life recovery plot (Fig. 1H). This result is in line with FRAP experiments in human cell lines reporting a mobile fraction for most H2B–GFP of 4% with a half time (T-half) of recovery of over 2 h (Kimura and Cook, 2001).

The DPY-27::GFP mobile fraction was ∼30%, and the half time of recovery was ∼2.6 s. FRAP results from different experimental setups with different imaging settings and analysis strategies can differ significantly (Mazza et al., 2012). However, the time scale for DPY-27::GFP recovery is similar to recovery half times reported in *Saccharomyces cerevisiae* for Smc4, ∼2 s and ∼6 s in G1 and M phase, respectively (Thadani et al., 2018), and different from residence times reported for human condensin I and II (Gerlich et al., 2006; Walther et al., 2018). During metaphase, human condensin I has a residence time of ∼3 min with a mobile fraction of 80% (Gerlich et al., 2006; Walther et al., 2018). Condensin II, which binds to chromatin throughout the cell cycle, has a residence time of more than 5 min with a mobile fraction of 40% (Gerlich et al., 2006; Walther et al., 2018). Our results indicate that DPY-27 has a higher chromosome-bound fraction than human condensin I and II but has comparable recovery half times to those reported in yeast.

### A conserved mutation of the DPY-27 ATPase domain eliminates its binding in the presence of the wild-type protein

If FRAP can measure changes in condensin DC binding dynamics, we reasoned that knockdown of the condensin DC recruiter SDC-2, and a well-characterized ATP hydrolysis mutation that is known to eliminate the function of other SMC4 homologs, should observably affect DPY-27 binding dynamics. In condensins, the two heads of SMC2 or SMC4 form the two halves of the ATPase domain; each head interacting with the other in the presence of an ATP molecule, hydrolysis of which dissociates the heads (Hirano, 2016). To test whether the ATP hydrolysis by DPY-27 is necessary for its binding to DNA, we inserted a Walker B mutation (E to Q; Fig. 2A) that nearly eliminates ATP hydrolysis in human (Vian et al., 2018), *Xenopus* (Kinoshita et al., 2015), yeast (Hirano and Hirano, 2004; Thadani et al., 2018) and chicken (Hudson et al., 2008). Unlike wild-type DPY-27::GFP, DPY-27(EQ)::GFP failed to show subnuclear enrichment indicative of localization to the X chromosome (Fig. 2B; Fig. S2D,E). The conclusion that ATP hydrolysis by DPY-27 is required for its localization to the X chromosome was further supported by ChIP-seq analysis of DPY-27::GFP and DPY-27(EQ)::GFP in embryos. Thus, unlike wild-type DPY-27::GFP, the ATPase mutant failed to bind to the X chromosomes in the presence of endogenous DPY-27 (Fig. 2C; Fig. S2A).

Next, we asked whether the ATPase mutant improperly interacted with chromatin and showed a dominant-negative effect. The mobility of DPY-27(EQ)::GFP was slightly lower than that of unbound DPY-27::GFP generated by knockdown of the condensin DC recruiter SDC-2, thus the mutant might incorrectly associate with chromatin (Fig. 2D; Fig. S2B). Supporting a small dominant-negative effect, mRNA-seq analysis of embryos expressing DPY-27(EQ)::GFP showed slightly higher X chromosome upregulation than those expressing DPY-27::GFP (Fig. S2C). 

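Messenger RNA was sequenced from mixed embryos of 3 strains, with 3 libraries per strain: wild type (N2), a strain expressing DPY-27::GFP from a heat-shock promoter and a strain expressing DPY-27(EQ)::GFP, the ATP hydrolysis mutant, from the same promoter. According to the sample labels, the parents of all 3 strains, wild type included, were heat shocked at 35°C for 30 min and recovered for 2 h before embryos were collected, and polyadenylated RNA was made into strand-specific libraries. The paper's mRNA-seq methods, written for another strain, give alignment to the WS220 genome with Tophat and counting with HTSeq. The authors deposited the number of reads on each of 20389 genes, without normalization. The reads counted on genes were 23536013, 17107945 and 21950907 in wild-type replicates 1 to 3. They were 8294367, 9582838 and 7062182 in the DPY-27::GFP replicates and 7573682, 8911267 and 21281027 in the DPY-27(EQ)::GFP replicates, so wild type was sequenced more deeply than most libraries of the other strains. For every read on a gene, between 1.04 and 1.09 further reads lay on no annotated feature in the wild-type libraries, against 0.0346 to 0.0407 in DPY-27::GFP and 0.0375 to 0.0826 in DPY-27(EQ)::GFP. The names of the deposited libraries carry one prefix for all of wild type and for DPY-27(EQ)::GFP replicate 3, and another for the remaining libraries, so any difference that goes with the prefix can be set apart from the difference between wild type and DPY-27::GFP only through the DPY-27(EQ)::GFP libraries. From the counts, 12643 genes passed edgeR's filter on low counts, of which 1939 were X-linked. All 9 libraries were normalized by the TMM method and fitted together with edgeR's quasi-likelihood model, and a gene was called where the Benjamini-Hochberg adjusted p was under 0.05. The X chromosome shift was the median log2 fold change of X-linked genes minus that of genes on chromosomes I to V. It was tested two-sided with camera at a preset inter-gene correlation of 0.01. The same difference of medians was taken in each library, relative to each gene's mean over the 9 libraries, so that the spread between replicates could be seen. The low-count filter, the choice of libraries in the fit and the correlation assumed between genes could each change these values.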

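The X chromosome shift of DPY-27(EQ)::GFP against DPY-27::GFP was 0.041 on the log2 scale, with a camera p of 0.0534 (0.0801 after Benjamini-Hochberg adjustment over the 3 comparisons). Against wild type, the shift was 0.14 in DPY-27(EQ)::GFP (camera p 0.0137, adjusted 0.0411). Neither comparison was past the threshold when the correlation between genes was estimated from the data (p 0.476 and 0.37) or under fry (p 0.717 and 0.165). In single libraries, the X minus autosome value was -0.078, 0.00072 and -0.14 in wild-type replicates 1 to 3, with a mean of -0.072 ± 0.070 (SD, n = 3). It was 0.014, 0.20 and -0.12 in the DPY-27::GFP replicates, with a mean of 0.031 ± 0.17 (SD, n = 3). In the DPY-27(EQ)::GFP replicates it was 0.11, -0.044 and 0.10, with a mean of 0.057 ± 0.088 (SD, n = 3). The difference of 0.025 between the means of the 2 transgenic strains was smaller than the spread between replicates of either strain (two-sided exact permutation test, p = 1). The difference of 0.13 between DPY-27(EQ)::GFP and wild type gave p = 0.2 in the same exact test, in which 3 libraries against 3 cannot go below 0.1. The shift between the transgenic strains depended on single libraries. It was -0.030 without DPY-27::GFP replicate 3 (camera p 0.217) and 0.12 without DPY-27::GFP replicate 2 (camera p 0.00104). It was past the threshold, at nearly the same size, over genes with at least 10 counts in every library (0.042, camera p 0.0201) and against autosomal genes matched on expression (0.047, camera p 0.0307). Among the libraries that share a name prefix, that is without DPY-27(EQ)::GFP replicate 3, it was 0.012 (camera p 0.558). Without DPY-27(EQ)::GFP replicate 1, which has the prefix of the DPY-27::GFP libraries, it was 0.0097 (camera p 0.532). With no filter on low counts it was 0 (camera p 0.117). Genes with almost no reads in either strain then enter, and their ties at 0 can fix both medians. This 0 therefore does not show that the shift was absent. In that fit the shifts against wild type were 0.15 for DPY-27::GFP and 0.19 for DPY-27(EQ)::GFP. When an embryo stage index of autosomal marker genes was added as a covariate, a setting chosen after seeing the data, the shift against wild type changed direction in DPY-27(EQ)::GFP, to -0.050 (camera p 0.383), and that between the transgenic strains was 0.031 (camera p 0.104). The paper proposes from the mobility of the mutant protein that it might associate incorrectly with chromatin (Fig. 2D), and gives the slightly higher X chromosome upregulation in DPY-27(EQ)::GFP embryos (Fig. S2C) as support for a small dominant-negative effect.

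**Figure D1:**
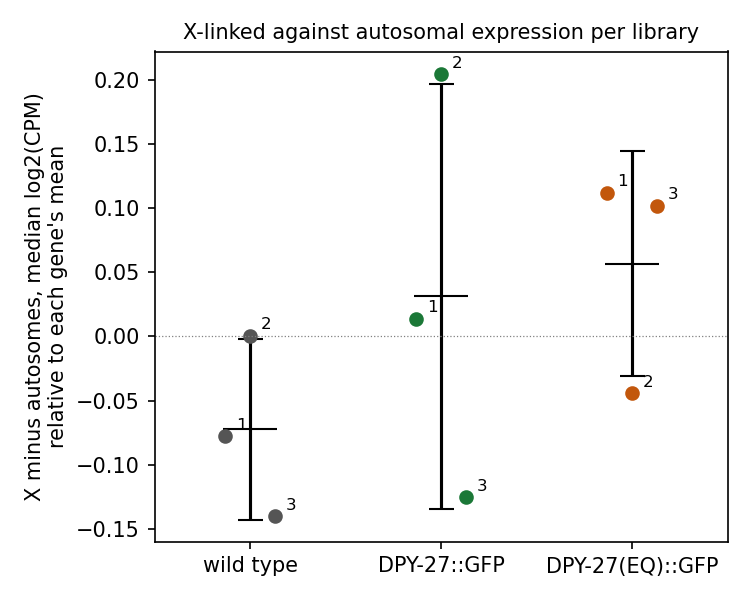
X minus autosome value of each library by strain. The y axis is the median log2(CPM) of X-linked genes minus that of autosomal genes, relative to each gene's mean. Numbers are replicates, and bars are the mean and SD of 3 libraries. The DPY-27::GFP libraries, from -0.12 to 0.20, span the range of the DPY-27(EQ)::GFP libraries, from -0.044 to 0.11.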

X chromosome upregulation upon wild-type DPY-27::GFP expression may be due to dosage imbalance within the complex. 

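In DPY-27::GFP embryos the X chromosome shift against wild type was 0.092 on the log2 scale (camera p 0.0911). The median log2 fold change was 0.071 for X-linked genes and -0.021 for autosomal genes. By chromosome, the median was -0.058 on I, -0.036 on II, -0.045 on III, -0.0017 on IV and 0.030 on V, so the X chromosome differed least from V. The difference between the library means, 0.10, was within the spread between replicates (two-sided exact permutation test, p = 0.4). Taken as pairs by replicate number, a pairing no label states, the 3 differences were 0.092, 0.20 and 0.015, all positive. The two-sided exact sign-flip permutation test gave p = 0.25, the smallest that 3 pairs allow. The stage index ranked same-numbered replicates alike in both strains, so they can correlate without being pairs. The shift was 0.15 with the library name prefix as a covariate (camera p 0.00987) and 0.022 without DPY-27::GFP replicate 2. With the stage index as a covariate, chosen after seeing the data, it was -0.075 (camera p 0.171). There were 1374 genes called, 432 higher and 942 lower in DPY-27::GFP than in wild type, and with DESeq2 996 were higher and 1185 lower. The number called was 280 without wild-type replicate 3 and 3172 without DPY-27::GFP replicate 3. On the X chromosome 74 genes were higher and 94 lower. The X-linked genes called higher were 3.82% of those tested, against 3.33% of autosomal genes, and those called lower were 4.85%, against 7.91%. Same-numbered deviations correlated above 0.1 only between DPY-27::GFP and wild type. The replicate block, fitted over all 9 libraries, left 37 X-linked genes called higher. Without DPY-27::GFP replicate 3 there were 323, and without wild-type replicate 3 there were 0. With the name prefix as a covariate 0 were called higher, and 39 genes were called in all. The X-linked genes chosen for the smallest adjusted p were lower in DPY-27::GFP. One was slc-17.1 (ZK54.1), on X from 17460088 to 17464892 in WS220, with 265 ± 14.6 CPM (reads per library size, normalized by TMM) in wild type and 31.7 ± 1.28 in DPY-27::GFP (SD, n = 3 libraries each; log2 fold change -3.06, standard error 0.128, adjusted p = 3.29e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). M03F4.6 fell by 3.43 on the log2 scale, and C35C5.11 was at least 73.2-fold lower. Each of these 3 genes overlaps a gene on the opposite strand, by 618, 333 and 281 bases, whose mean CPM over the libraries was 5.03, 21.3 and 15.5 times as high. The paper's text does not name the strand option of the counting, so the values of these genes are uncertain. With the name prefix as a covariate, C35C5.11 was no longer called (edgeR adjusted p 0.198, the highest over its alternatives, which went down to 1.44e-19). The transgene carries the dpy-27 sequence and 3′ UTR, so its reads count toward dpy-27 (R13G10.1), on chromosome III from 3813534 to 3819661. The dpy-27 value was 474 ± 9.53 CPM in wild type and 690 ± 207 in DPY-27::GFP (SD, n = 3 each; log2 fold change 0.54, standard error 0.239, adjusted p = 0.159 from edgeR's quasi-likelihood test). DPY-27::GFP replicate 2, at 451, was below wild type, and without it the log2 fold change was 0.77 and the edgeR adjusted p 0.0274, in a range of 0.0274 to 0.317 over the alternatives. The endogenous gene of the transgene's promoter, hsp-16.41, was lower in DPY-27::GFP by a log2 fold change of -0.70 (edgeR adjusted p 0.147). Its span overlaps a gene on the opposite strand by 644 bases, with no overlap of exons in the annotation. Of the other 13 genes that the paper names around the complex and its recruitment, and the enzymes it studies, 0 were called over all genes tested, with log2 fold changes from -0.43 for dpy-30 to 0.28 for sir-2.1. The call on dpy-30 changed with DESeq2 (adjusted p 0.0493) and without DPY-27::GFP replicate 3 (edgeR adjusted p 0.0147), in a range of 0.0147 to 0.556 over its alternatives. That on sir-2.1 changed without DPY-27::GFP replicate 2 (edgeR adjusted p 0.0414), in a range of 0.0414 to 0.939. When adjusted over the list alone, 0 of the 15 genes were called, and dpy-27, hsp-16.41 and dpy-30 had unadjusted edgeR p values of 0.0423, 0.0364 and 0.0103.

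**Figure D2:**
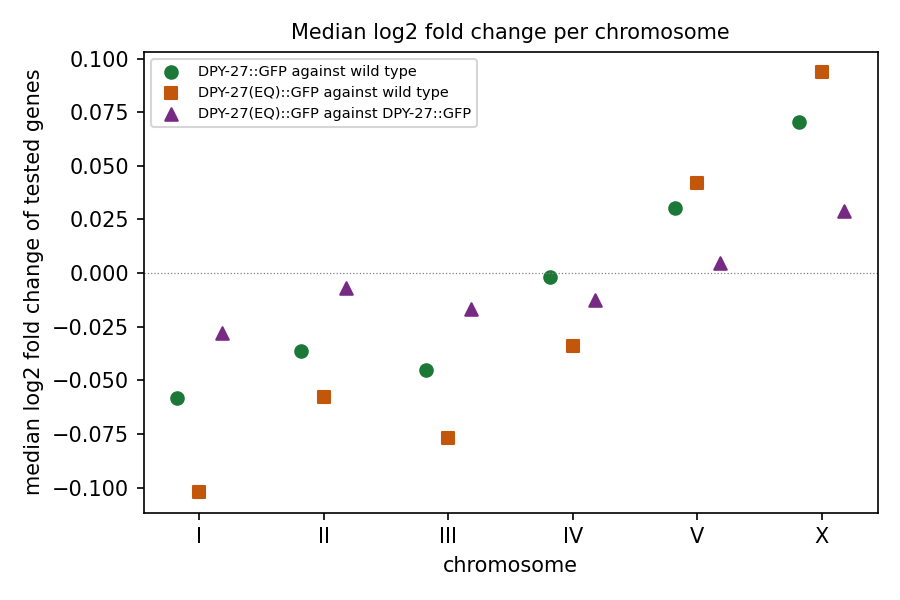
Median log2 fold change of the tested genes on each chromosome in the 3 comparisons. The x axis is the chromosome, the y axis the median log2 fold change, and each symbol one comparison. The X chromosome is highest in each comparison, at 0.071, 0.094 and 0.029, with V next to it, and I is lowest.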

Additional X chromosome upregulation in the EQ mutant may be due to a negative effect on DPY-27, as proposed for SMCL-1, an SMC-like protein with an ATPase hydrolysis mutation (Chao et al., 2017).

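In DPY-27(EQ)::GFP embryos 872 genes were called against wild type, 230 higher and 642 lower, and with DESeq2 689 were higher and 1035 lower. The number called fell to between 233, without wild-type replicate 3, and 454, without wild-type replicate 2, when any of the 6 libraries was left out. On the X chromosome 39 genes were called higher, 2.01% of those tested, against 1.77% of autosomal genes, and 64 lower, 3.30% against 5.40% of autosomal genes. Without wild-type replicate 3, 0 X-linked genes were called higher, and in a fit of only the 2 strains 315 were. Directly between DPY-27(EQ)::GFP and DPY-27::GFP, 0 genes were called, and 116 had an unadjusted p under 0.05. The dpy-27 gene, with reads of the transgene included, was at 669 ± 205 CPM in DPY-27(EQ)::GFP (SD, n = 3 libraries). The difference from DPY-27::GFP was smaller than its standard error (log2 fold change -0.045, standard error 0.238, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and against wild type the log2 fold change was 0.50 (edgeR adjusted p 0.205). In the authors' deposited table, where only the 2 strains enter the fit, the log2 fold change against wild type was 0.52, with a DESeq2 adjusted p of 0.016. The difference in dpy-27 between the transgenic strains changed direction with single libraries left out, and ran from -0.32 to 0.12. The gene of the SMC-like protein, smcl-1 (C44C10.4), lies on X from 11693397 to 11695682 in WS220. It was at 22.4 ± 1.34 CPM in wild type, 25.0 ± 6.33 in DPY-27::GFP and 24.0 ± 1.21 in DPY-27(EQ)::GFP (SD, n = 3 each). Its log2 fold change was 0.098 in DPY-27(EQ)::GFP against wild type (standard error 0.185, adjusted p = 0.763 from edgeR's quasi-likelihood test). The difference between the strains was smaller than the spread between the DPY-27::GFP replicates. Of the 14 genes other than dpy-27 that the list of the paper's genes holds, smcl-1 included, 0 were called against either strain. Among them, the log2 fold change farthest from 0 against wild type was that of dpy-30, at -0.47 (adjusted p = 0.0646 from edgeR's quasi-likelihood test), which DESeq2 called (adjusted p 0.0241, in a range of 0.0241 to 0.325 over the alternatives).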

To test whether the failure of DPY-27(EQ)::GFP to bind is due to its inability to form a complex, we performed co-immunoprecipitation experiments in embryos and young adults (Fig. 2E; Fig. S2F). We noticed that both wild-type and EQ-mutant DPY-27::GFP interacted well with MIX-1 (an SMC2 homolog). However, DPY-27::GFP coimmunoprecipitated better with DPY-26 (kleisin subunit of condensin I and condensin DC) compared to DPY-27(EQ)::GFP, suggesting that the ATPase mutation affects SMC–kleisin interaction. Lack of X chromosome-specific localization measured by both imaging (Fig. 2B) and ChIP-seq (Fig. 2C) suggests that a combination of inability to form a complex and reduced ATP hydrolysis eliminates binding of DPY-27(EQ)::GFP.

### Recombinant DPY-28 HEAT-repeat domain binds to histone H3 and H4 peptides *in vitro*

We wondered whether histone modifications on chromatin regulate dynamics of condensin binding and took a candidate approach, considering histone modifiers that have been shown to have a role in *C. elegans* dosage compensation: SET-1 H4K20me1 and SET-4 H4K20me2 methyltransferases, DPY-21 H4K20me2 demethylase and SIR-2.1 H4K16 deacetylase (Kramer et al., 2015; Wells et al., 2012) (Fig. 3A). A catalytic mutant of DPY-21, *dpy-21(JmjC)*, which has near elimination of DPY-21 demethylase activity, also shows dosage compensation defects, albeit at a lower level than the null mutant (Brejc et al., 2017). Similarly, we found that the *sir-2.1* null mutant also displays slight X derepression (Fig. S3A) and dumpiness, a phenotype indicating dosage compensation problems (Fig. S3B).

**Fig. 3.**
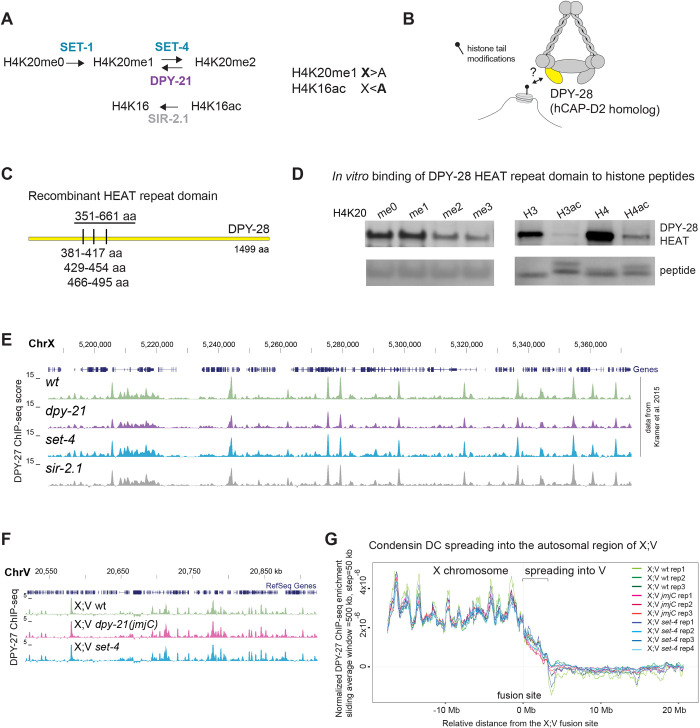
**Condensin DC may interact with histone tails, but *set-4*, *sir-2.1* and catalytic activity of DPY-21 do not regulate condensin DC binding as measured by ChIP-seq.** (A) Enzymes that regulate H4K20 methylation and H4K16 acetylation. In hermaphrodites, H4K20me1 is increased and H4K16ac is reduced on the dosage compensated X chromosomes (X) compared to autosomes (A). The *dpy-21* null mutant is the *(e418)* allele with a premature stop codon that eliminates the protein (Yonker and Meyer, 2003), the *dpy-21(JmjC)* mutant is the *(y607)* allele, a point mutation that nearly abolishes H4K20me2 demethylase activity without eliminating the protein itself (Brejc et al., 2017). The *set-4* null mutant is *(n4600),* a knockout allele that eliminates H4K20me2 and H4K20me3 (Delaney et al., 2017). The *sir-2.1* null mutant is *(ok434),* a knockout allele that increases H4K16ac (Wells et al., 2012). (B) Cartoon depicting possible interaction of HEAT repeat-containing domain of DPY-28 (homologous to human hCAP-D2) with histone tail modifications. (C) Three HEAT repeats annotated by Pfam are shown as tick marks. The amino acids (aa) 351–661 were purified and used in peptide binding assays. (D) In-solution peptide binding assay was performed using GST-tagged DPY-28 HEAT domain and biotinylated histone N-terminal tail peptides with the indicated modifications (H3ac and H4ac indicate tetra-acetylated histone H3 and H4 peptides, respectively). The recombinant protein was incubated with peptides bound to magnetic streptavidin beads, and bound fractions were analyzed using western blot. The streptavidin signal below indicates the amount of peptide in each fraction. Methyl modified histone peptide blots representative of two replicates; acetyl and unmodified histone peptides representative of two replicates. (E) UCSC genome browser (https://genome.ucsc.edu/) shot of a representative region of the X chromosome (ChrX) showing similar DPY-27 ChIP-seq patterns in the *sir-2.1* null mutant. Data from wild-type N2, the *dpy-21* null mutant and the *set-4* null mutant are from Kramer et al. (2015) and are plotted for comparison. Chromosome locations are marked in kb. (F) Genome browser view of DPY-27 ChIP-seq enrichment across the fusion site on the autosomal region of the X;V chromosome in X;V wild-type, *dpy-21(JmjC)* and *set-4* null backgrounds. (G) A moving average of the DPY-27 ChIP enrichment score is plotted with a window size of 500 kb and step size of 50 kb in X;V fusion strains with wild-type, *dpy-21(JmjC)* and *set-4* null backgrounds. DPY-27 ChIP-seq data was normalized to reduce variability between replicates by z-score standardization of ChIP/input ratios to the background from autosomes I–IV, followed by equalization of total ChIP-seq signal to 1 in X;V.

We first considered how condensin DC might interact with histones (Fig. 3B). HEAT repeats, a helical protein structural motif that mediates protein and DNA interactions, are present in the CAPD and CAPG subunits of condensins (Yoshimura and Hirano, 2016). Recombinant HEAT-repeat domains from condensin II interact with histone H4 peptides monomethylated at lysine 20 (Liu et al., 2010). We asked whether the HEAT repeats in condensin I and condensin DC also interact with histone tails. The HEAT repeats in CAPG-1 are predicted to bind DNA (Kschonsak et al., 2017). Thus, we focused on DPY-28 (a CAP-D2 homolog) and identified its HEAT repeat domain using homology to human CAP-D2 (also known as NCAPD2) and Pfam HEAT repeat (PF02985) predictions (Fig. 3C).

We performed an *in vitro* in-solution peptide binding assay using the recombinant DPY-28 HEAT-repeat domain (Fig. S3C) and 23-amino-acid N-terminal histone H4 peptides that were either unmodified or mono-, di- or tri-methylated at lysine 20, as well as unmodified and tetra-acetylated histone H3 (K4, K9, K14 and K18) and H4 (K5, K8, K12 and K16) peptides (Fig. S3D). Recombinant DPY-28 HEAT-repeat domain interacted with unmodified 23-amino-acid H4 and 20-amino-acid H3 N-terminal peptides (Fig. 3D). Tetra-acetylation of H3 and H4 peptides, and trimethylation of histone H4 peptides at lysine 20 reduced the interaction (Fig. 3D). Thus, histone modifications have the potential to regulate condensin DC interaction with chromatin.

### SET-4*,* SIR-2.1 and catalytic activity of DPY-21 do not regulate condensin DC binding

While there is a potential for condensin DC interaction with histones, previous studies have shown little effect of chromatin modifier mutations on condensin DC localization, except a slight reduction of DPY-27 ChIP-seq signal across promoters in the *dpy-21* null mutant (Brejc et al., 2017; Kramer et al., 2015; Vielle et al., 2012; Wells et al., 2012). We performed DPY-27 ChIP-seq in *sir-2.1* null embryos and, again, did not see a significant difference in condensin DC binding to the X chromosomes compared to that in wild-type embryos (Fig. 3E; Fig. S3E). To further rule out the effect of chromatin modifiers, we used X;V fusion chromosomes, where the gradual spreading of condensin DC into the autosomal region may be more sensitive for detecting binding changes (Ercan et al., 2009; Street et al., 2019). We were unable to obtain a homozygous X;V fusion in the *dpy-21* null background, thus we analyzed *dpy-21(JmjC)* and *set-4* null mutants (Fig. 3F; Fig. S3F). In wild-type, *dpy-21(JmjC)* and *set-4* null backgrounds, ChIP-seq replicates showed variable changes in condensin DC spreading into the autosomal region (Fig. 3G). Thus, *set-4*, *sir-2.1* and the catalytic activity of DPY-21 do not regulate condensin DC binding as measured by ChIP-seq.

### DPY-21 has a non-catalytic activity that increases the mobile fraction of condensin DC

Since the histone modifiers showed little effect on condensin DC binding as measured by ChIP-seq, we used our established FRAP system in mutants and knockdown conditions to study these proteins' influence on condensin DC dynamics. In *set-1* knockdown conditions and in *set-4* null, *sir-2.1* null and *dpy-21(JmjC)* mutants, DPY-27 FRAP recovery was largely similar to that of wild-type animals, with a small but statistically significant reduction in mobility in the *set-4* null mutant (Fig. 4A; Fig. S4A). The most dramatic difference was observed in the *dpy-21* null mutant (Fig. 4A). The *dpy-21* null mutant had a reduction in the percentage of mobile DPY-27::GFP from ∼30% to ∼10% (Fig. 4B). A control experiment bleaching DPY-27::GFP outside of the X chromosome indicated that the effect observed in the *dpy-21* null mutant was largely specific to the X chromosome (Fig. S4B). Thus, DPY-21 increases the proportion of mobile condensin DC molecules on the X chromosomes.

**Fig. 4.**
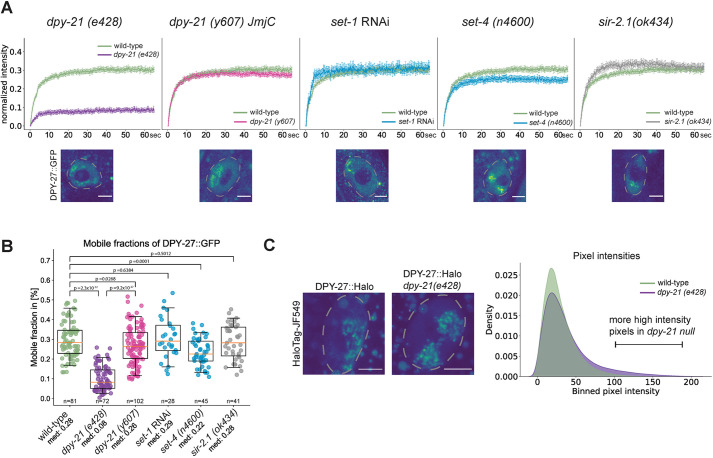
**The *dpy-21* null mutant but not the *dpy-21(JmjC)* catalytic mutant reduces the proportion of mobile condensin DC.** (A) Mean FRAP recovery curves of DPY-27::GFP in either wild-type (green) or different mutant conditions. Data are mean±s.e.m. Numbers of bleached single intestine nuclei (from at least three biological replicates) for each experiment are *n*=81 for wild type, *n*=72 for the *dpy-21* null mutant [*dpy-21 (e428)*], *n*=102 for the *dpy-21(JmjC)* mutant [*dpy-21 (y607)*]*, n*=28 for *set-1* RNAi*, n*=45 for the *set-4* null mutant [*set-4 (n4600)*] and *n*=41 for the *sir-2.1* null mutant [*sir-2.1 (ok434)*]. Corresponding images of intestine nuclei for each mutant condition are depicted under each FRAP curve. Nuclei are outlined by dashed lines. Scale bars: 5 µm. (B) Mobile fractions calculated from individual replicate FRAP recovery curves as shown in A. *P*-values are from a two-tailed independent two-sample *t*-test. Boxplots show the median (line), interquartile range (box). Whiskers are at the 5th and 95th percentile of the dataset. The number of images of nuclei analyzed is noted under each boxplot, along with the median values (med). (C) Analysis of endogenous DPY-27::Halo fluorescence intensity on the X chromosome in wild-type and *dpy-21* null worms. The HaloTag signal of DPY-27 was segmented in 3D and quantified in adult intestine cells in two biological replicates (Fig. S4C). The left panel depicts two example nuclei (marked by dashed lines). Scale bars: 5 µm. For the wild-type worms, 27 images were analyzed, for the *dpy-21(e428)* mutant images of 35 nuclei were analyzed. The right panel shows the binned mean pixel fluorescence intensity for the two conditions in a smoothed density plot. The distributions of pixel intensities are significantly different in the two conditions, with a *P*-value of 1.46×10^−114^ (Mann–Whitney *U-*test).

Previous analysis of condensin DC localization by immunofluorescence in the *dpy-21* null mutant did not report an effect except an increase in the volume of the X chromosomes in *dpy-21* null and *dpy-21(JmjC)* mutants (Brejc et al., 2017; Lau et al., 2014). We wondered whether the reduction in mobile condensin DC produces a difference in the localization of DPY-27::Halo compared to that in wild-type cells, as determined using confocal imaging. Indeed, we noticed stronger puncta of DPY-27 signal within the X chromosomal domain in the *dpy-21* null mutant, which appears as a long tail of high pixel intensities in the distribution (Fig. 4C; Fig. S4C).

### 3D DNA contacts as measured by Hi-C do not change significantly in the *dpy-21* null mutant

Since *dpy-21* null mutation decreased the number of mobile condensin DC molecules as measured by FRAP, we hypothesized that DPY-21 might act similarly to the cohesin unloader WAPL (Haarhuis et al., 2017). To test this idea, we performed Hi-C analysis in *dpy-21* null embryos and repeated Hi-C in *dpy-21(JmjC)* mutants while confirming the strain (Fig. S5D) (Brejc et al., 2017). Although a subtle reduction in insulation was observed across a few *rex* sites that act as TAD boundaries, the overall TAD structure was similar to that of wild-type embryos in *dpy-21(JmjC)* and *dpy-21* null embryos on both the X chromosomes (Fig. 5A,B) and autosomes (Fig. S5A). The range of DNA interactions in the *dpy-21(JmjC)* and *dpy-21* null mutants are shown in Fig. 5C and Fig. S5B (Brejc et al., 2017).

**Fig. 5.**
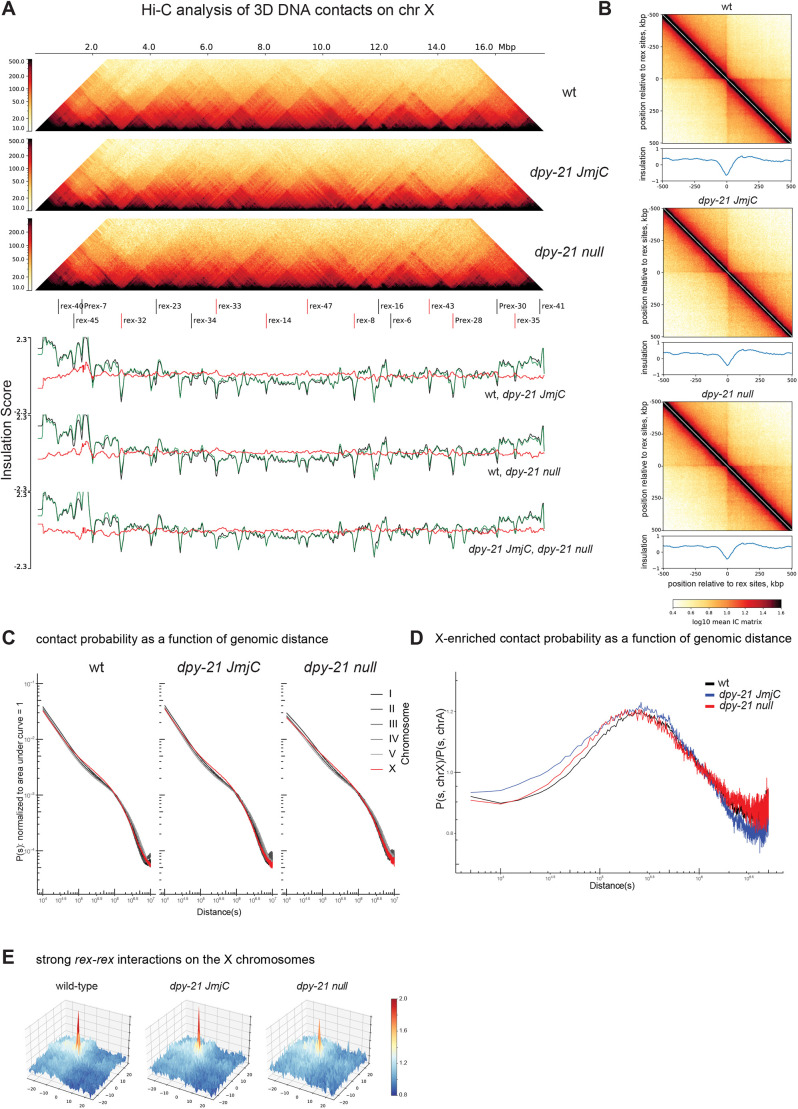
**Hi-C analysis of 3D DNA contacts in *dpy-21(JmjC)* and *dpy-21* null mutant embryos.** (A) Hi-C heatmap (top) and insulation scores (bottom) of the X chromosome (chr X) showing wild type (wt), the *dpy-21(JmjC)* mutant*,* and the *dpy-21* null mutant. ‘The fall’ colormap, adapted from cooltools, is used to depict the strength of relative contact probability between pairs of genomic bins. The 17 strong *rex* sites indicated are as annotated by Albritton et al. (2017), eight of which were annotated as DCC-dependent boundary *rex* sites (indicated by red lines) by Anderson et al. (2019). The insulation scores and their subtractions for three possible pairwise comparisons are shown in the lower panels, The insulation scores for the three pair-wise comparison are as follows: top: wild-type (black), *dpy-21(JmjC)* (green); middle wild-type (black), *dpy-21* null (green); bottom: *dpy-21(JmjC)* (black), *dpy-21* null (green); the red lines indicate per bin subtraction of green minus black. (B) Pile-up analysis showing the average Hi-C map and the insulation scores ±500 kb surrounding the annotated 17 strong *rex* sites for the indicated genotypes. IC or ‘iteratively corrected' matrix’ is a type of matrix balancing used to correct for different bins having sequencing/representation bias. (C) Distance decay curve showing the relationship between 5-kb binned genomic separation, *s*, and average contact probability, *P*(*s*) computed per chromosome for the indicated genotypes. (D) X chromosome-enriched chromosomal contacts for the indicated genotypes are visualized using an X chromosome minus autosome (X−A)-normalized distance decay curve. For every genomic separation *s*, the unity-normalized contact probability of the X chromosome, *P*(*s*, chrX), is divided by that of autosomes, *P*(*s*, chrA). Distances in C and D are shown in bp. (E) Meta-dot plot showing the average strength of interactions between pairs of *rex* sites on a 10 kb distance-normalized (observed divided by expected) matrix. A total of ±25 bins (±250kb) regions surrounding each *rex* site are shown. For the 17 strong *rex* sites, a total of 33 *rex*–*rex* pairs located within 3 Mb of each other were used. More blue coloring indicates interaction strengths weaker than expected and more red coloring indicates strength greater than expected.

To highlight condensin DC-mediated X chromosome-specific 3D contacts, we normalized contact frequency across the same distance on the X chromosome to autosomes. This analysis reaffirmed that, compared to autosomes, DNA contacts in the distance range of 50 kb to 1 Mb are more frequent on the X chromosomes (Fig. 5D; Fig. S5C). We reasoned that if DPY-21 protein functions as the unloader for condensin DC, a rightward shift in X chromosome-enriched contacts would be observed in the *dpy-21* null mutant as condensin DC stays loaded on DNA to form larger loops. However, the range of X chromosome-enriched contacts did not increase in both *JmjC* and null mutants of *dpy-21* (Fig. 5D). Furthermore, in contrast to stronger loops observed in the cohesin unloader WAPL mutant, interactions between *rex* sites weakened in the *dpy-21* null mutant (Fig. 5E; Fig. S5E). Thus, we conclude that DPY-21 does not act as a condensin DC unloader.

A previous analysis of the *dpy-21(JmjC)* mutant has shown a stronger effect on *rex–rex* interactions (Brejc et al., 2017). To address whether the difference between our Hi-C data and the published data in the same *dpy-21(JmjC)* mutant arises from data processing, we ran all the replicates through our analysis pipeline and compared results in several ways. The X chromosome TAD structure (Fig. S6A) and average insulation strengths across *rex* sites were stronger in our data compared to the Hi-C data from Brejc et al. (Fig. S6B). In both data sets, there was a reduction in the distance range of 3D contacts upon *dpy-21(JmjC)* mutation (Fig. S6D). The X chromosome-specific reduction in the range of 3D DNA contacts was less prominent in our data (Fig. S6D). The strength of the *rex*–*rex* interactions (distances within Mb scale) were more variable between biological replicates and between the two sets of Hi-C experiments (Figs S5E, S6E). Whereas *rex*–*rex* interactions diminished in the published *dpy-21(JmjC)* mutant data (Brejc et al., 2017), they largely remained in our Hi-C data. It is not clear what underlies this difference.

The presence of stronger Hi-C interactions in our data may be due to the collection of older embryos establishing dosage compensation (Kramer et al., 2015). Alternatively, technical differences in the Hi-C protocols could be the reason. One notable technical difference is crosslinking. Brejc et al. used formaldehyde to crosslink previously frozen embryos (Brejc et al., 2017), whereas we crosslinked embryos both live before freezing and after isolating nuclei. Extensive crosslinking may have captured transient interactions in Hi-C. Consistently, compared to the data from Brejc et al. (2017), our data show more pronounced TAD structures (Fig. S6A) and X chromosome-enriched contacts (Fig. S6C,D). These features are thought to arise from the dynamic process of loop extrusion (Fudenberg et al., 2017). It is possible that the *rex*–*rex* interactions are differentially captured by the two crosslinking methods.

## DISCUSSION

*In vivo* and *in vitro* studies show that SMC complex function requires ATPase activity (Hassler et al., 2018; Hirano, 2016). In *C. elegans* condensin DC, four out of five subunits are also part of the condensin I complex, thus their functional homology is apparent (Csankovszki et al., 2009). The single subunit that distinguishes condensin DC from condensin I is DPY-27, the SMC4 homolog (Csankovszki et al., 2009; Hagstrom et al., 2002). Here, we showed that a single amino acid mutation that has been shown to slow down ATP hydrolysis and impair the function of SMC4 proteins in other organisms also eliminates DPY-27 binding to the X chromosomes (Fig. 2). This observation adds to evidence that the evolutionarily conserved SMC complex activity is conserved in condensin DC (Albritton and Ercan, 2018; Lau and Csankovszki, 2014; Wood et al., 2010).

Although ATPase activity is strictly conserved, there may be differences in how different SMC complexes in different organisms are affected by ATPase mutations. In *Xenopus* extracts, incorporating the EQ mutation in SMC2 and SMC4 does not abolish loading to chromosomes, as analyzed using immunofluorescence (Kinoshita et al., 2015). Similar results have been obtained in chicken cell culture and yeast, where SMC2 and SMC4 EQ single mutants are able to bind chromosomes at levels comparable to the wild-type proteins but are not competent in chromosome compaction (Hudson et al., 2008; Thadani et al., 2018). In *Bacillus subtilis*, ChIP-seq experiments have shown that EQ-mutant SMC binds to *parS* loading sites but has reduced spreading along the chromosome (Minnen et al., 2016). Similarly, mammalian EQ-mutant cohesin binding at loading sites is less affected than at CTCF sites (Vian et al., 2018). Thus, different binding modes may have different ATPase requirements, and although the EQ mutation reduces ATP hydrolysis in all SMC complexes analyzed so far, future work is needed to characterize the specific effect of this mutation on condensin DC.

In addition to DNA loop extrusion, ATPase activity may also contribute to SMC complex formation and stability *in vivo*, perhaps by controlling the structural changes that occur through the cycle of ATP binding and hydrolysis (Lee et al., 2020). It has been reported previously that ATPase mutation has no measurable effect on complex formation in chicken cells, as measured by pull-down experiments (Hudson et al., 2008), whereas in budding yeast, an ATP-binding mutation reduces the interaction between SMC4 and the kleisin subunit (Thadani et al., 2018). In *B. subtilis*, ATPase mutations reduce the SMC homodimer's proper interaction with the ScpA bridging protein, as measured by crosslinking assay (Wilhelm et al., 2015). We have also observed reduced interaction of DPY-27(EQ) with the kleisin subunit in coimmunoprecipitation experiments. These observations suggest that the ATPase cycle affects the formation of condensins *in vivo*.

### Enrichment and depletion of H4K20me1 and H4K16ac on the X chromosomes have little effect on condensin DC binding measured by ChIP-seq *in vivo*

*In vitro*, condensin prefers to bind to free DNA (Kong et al., 2020; Kschonsak et al., 2017; Piazza et al., 2014), and *in vivo* ChIP-seq analysis of condensins in various organisms has revealed that condensins accumulate at accessible regions of the genome (Jeppsson et al., 2014; Uhlmann, 2016). Interestingly, a recent study has found that condensin is able to extrude DNA fragments containing 3–4 nucleosomes, and that the nucleosomes increase the velocity and processivity of condensin II *in vitro* (Kong et al., 2020). In addition to nucleosomes themselves, chromatin modifications, histone variants and linker histone have been proposed to regulate condensin binding (Choppakatla et al., 2021; Kim et al., 2009; Kimura and Hirano, 2000; Liu et al., 2010; Petty et al., 2009; Tada et al., 2011; Tanaka et al., 2012; Yuen et al., 2017).

The potential for HEAT-repeat domains in CAP-D3 (also known as NCAPD3) and CAP-G2 (also known as NCAPG2) to interact with histones has been proposed for human condensin II (Liu et al., 2010). Here, we found that the recombinant HEAT-repeat domain of DPY-28 interacts with histone H3 and H4 tail peptides (Fig. 3). Yet, mutants that reduce X chromosome enrichment of H4K20me1 and increase X chromosome depletion of H4K16ac did not affect condensin DC binding as measured by ChIP-seq and showed only subtle changes in FRAP assays (Figs 3 and 4). It remains unclear whether the combined effects of multiple histone modifications, variants and linker histones on the X chromosomes regulate condensin DC binding.

### A non-catalytic activity of DPY-21 regulates the dynamics of condensin DC binding and is required for transcription repression on the X chromosomes

DPY-21 is an H4K20me2 demethylase that interacts with condensin DC and is important for dosage compensation (Brejc et al., 2017; Yonker and Meyer, 2003). Comparison of the null and catalytic *dpy-21* mutants indicates that DPY-21 plays both a structural and catalytic role in X chromosome repression (Brejc et al., 2017). The catalytic role of *dpy-21* decreases H4K20me2/3 and increases H4K20me1 on the X chromosomes and contributes to repression. Here, we showed that the non-catalytic role of DPY-21 increases the mobile fraction of condensin DC on the X chromosomes, which is critical for transcription repression.

How do the catalytic and non-catalytic activities of DPY-21 contribute to repression? DPY-21-mediated enrichment of H4K20me1 leads to reduction of H4K16ac on the X chromosomes, which may reduce binding of general activators, contributing a portion of the observed 2-fold repression provided by condensin DC (Sheikh et al., 2019). Our work suggests that a non-catalytic activity of DPY-21 contributes to repression by regulating the kinetics of condensin DC diffusion. In the *dpy-21* null mutant, but not in the *dpy-21(JmjC)* mutant, the fraction of mobile condensin DC reduced from ∼30% to ∼10%. Interestingly, in the *dpy-21* null mutant, condensin DC binding to promoters slightly decreases (Kramer et al., 2015), and we observed the DPY-27::Halo signal showed higher intensity spots. It is possible that without DPY-21, condensin DC is more frequently ‘trapped’ in an immobile configuration that reduces condensin DC presence and activity at promoters that represses transcription initiation.

How does DPY-21 increase the proportion of the mobile condensin DC complexes? The results of Hi-C analysis in the *dpy-21* null mutant argue against a role akin to the cohesin unloader WAPL (Haarhuis et al., 2017; Nuebler et al., 2018). The non-catalytic activity of DPY-21 might be structural, similar to those reported for other histone-modifying enzymes, including demethylases. For example, a range of non-catalytic activities for lysine-specific demethylase 1 (LSD1, also known as KDM1A) have been discovered, including the role of LSD1 as a scaffolding protein, destabilizing other proteins by promoting self-ubiquitylation, inhibiting autophagy, or protecting other proteins from proteasome-dependent degradation (Gu et al., 2020; Miller et al., 2020). JmjC domain-containing demethylases also show non-catalytic activities. KDM2B, an H3K36 demethylase, recruits PRC1 to unmethylated CpG islands via its zinc finger domain (He et al., 2013). Similarly, the *Drosophila* H3K36 demethylase Kdm4A regulates heterochromatin position-effect variegation independent of its catalytic activity (Colmenares et al., 2017). In fission yeast, overexpression of the histone demethylase Epe1 (also known as Jhd1) causes heterochromatin defects by recruiting the histone acetyltransferase complex SAGA, independent of the demethylase activity (Bao and Jia, 2019). For DPY-21, structural work so far has been limited to the 407 amino acids that include the JmjC domain (Brejc et al., 2017). Secondary structure prediction tools suggest that the rest of the 1641-amino-acid protein is highly unstructured. Intrinsically disordered protein domains promote protein–protein and protein–nucleic acid interactions (Davey, 2019). DPY-21 could directly or indirectly interact with condensin DC, regulate its binding to histone tails and control its mobility.

Interestingly, although X chromosomes are upregulated ∼2-fold in the *dpy-21* null mutant, Hi-C showed minimal change at the chromosome-wide level. This could be due to condensin DC-mediated DNA loops not being sufficient for repression or the lack of temporal or gene-level resolution of Hi-C data. Higher-resolution assays such as Micro-C may detect shorter-range DNA contacts that may be relevant to condensin-mediated repression (Swygert et al., 2019). The temporal dynamics of condensin DC may be important for repression, which could be addressed by high-resolution live imaging of condensin DC association with DNA. Here, our results suggest that the dynamics of condensin DC binding to chromatin is important for its function, and that DPY-21 regulates both histone modifications and condensin DC mobility to repress X chromosome transcription (Fig. 6).

**Fig. 6.**
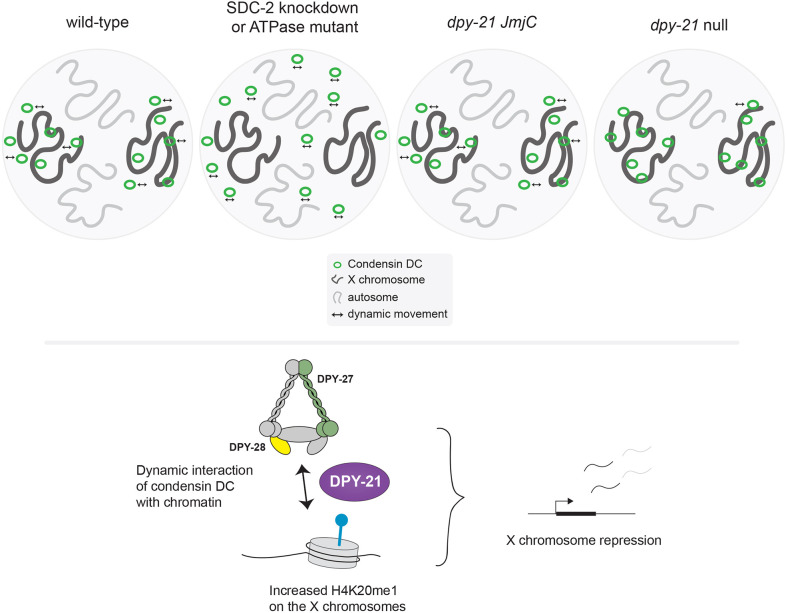
**Summary of results and DPY-21 function in condensin DC-mediated X chromosome repression.** In a wild-type hermaphrodite cell, condensin DC binds dynamically and specifically to the X chromosomes. This binding is disrupted by knockdown of the condensing DC recruiter SDC-2 or a single amino acid mutation in the ATPase domain of DPY-27. Condensin DC may interact with histone tails through HEAT repeats within DPY-28. The H4K20me2 demethylase DPY-21 has a dual function in X chromosome repression. The catalytic activity reduces H4K20me2 and H4K20me3 and increases H4K20me1 on the X chromosome. This leads to reduced H4K16ac and contributes to repression. The non-catalytic activity of DPY-21 increases the mobility of condensin DC molecules, which is important for transcription repression. In the *dpy-21* null condition, both catalytic and non-catalytic activities are eliminated, resulting in stronger X chromosome derepression.

## MATERIALS AND METHODS

### Strains and worm growth

A list of strains and genotypes are provided in Table S1, and primer sequences are provided in Table S2. Unless noted, worms were grown and maintained using standard methods (Stiernagle, 2006) at 20–22°C on NGM plates containing OP50-1 strain of *E. coli* as food. The worm strain *dpy-21(y607 JmjC)* was kindly provided by Barbara Meyer (University of California, Berkley, USA).

#### Generation of DPY-27::GFP and DPY-27(EQ)::GFP strains

An inducible GFP-tagged copy of DPY-27 was expressed from the chromosome II Mos1-mediated single copy insertion (MosSCI) site (∼8.4 Mb) (Frøkjær-Jensen et al., 2008) under the control of a heat-shock inducible *hsp 16-41* promoter and the *dpy-27* 3′ UTR. The *hsp 16-41* promoter was amplified from pCM1.57 (Addgene plasmid #17252) using primers SE123F and SE123R, and the *dpy-27* 3′ UTR was amplified from genomic DNA using primers SE124F and SE124R, and both were inserted into pCFJ151 (Addgene plasmid #19330) at the XhoI site. The resulting plasmid contained a SphI site between the promoter and the 3′ UTR, which was used for NEB Infusion cloning with the full-length *dpy-27* and a GFP–3×flag sequence. Amplification of the *dpy-27* sequence was performed from genomic DNA using primers SE135F and SE135R. GFP–3×flag sequence was amplified from a plasmid kindly provided by Susan Strome (Department of Molecular, Cell, and Developmental Biology, University of California Santa Cruz, Santa Cruz, USA) using primers SE136F and SE136R. ATPase mutagenesis of DPY-27 was performed by incorporating the E-to-Q mutation at the conserved ATPase domain as shown in Fig. 2A.

#### Generation of the DPY-27::Halo strain

The CRISPR/Cas9 system was used to insert the Halo tag at the C terminus of DPY-27 (Dokshin et al., 2018). A 20 bp crRNA (LS37) was designed to target the end of the last *dpy-27* exon. The dsDNA donors consisting of a 15 bp flexible linker (GlyGlyGlyGlySer) and the Halo tag flanked by 35 bp homology arms were generated by PCR using 5′ SP9 (TEG)-modified primers AM29F and AM29R, and pLS19 (this study) as a template. The injection mix containing *Streptococcus pyogenes* Cas9 3NLS (10 μg/μl, IDT), crRNA (2 nmol, IDT), tracrRNA (5 nmol, IDT), dsDNA donors, and pCFJ90 (pharynx mCherry marker; Addgene plasmid #19327) was prepared as previously described (Dokshin et al., 2018). After injection, ∼40 F1 worms that were positive for the co-injection marker were transferred to individual plates and allowed to have progeny. F2 progeny was screened by PCR with primers LS40F and LS40R. Sanger sequencing of positive PCR products showed in-frame insertion of the Halo tag along with 18 bp of unknown sequence that did not affect the function of the tagged protein (Table S5).

#### Generation of *X;V, set-4(n4600)* and *X;V, dpy-21(y607 JmjC)* strains

ERC57 [*set-4 (n4600) II; X;V (ypT47)*] strain was generated by crossing YPT47 with the *set-4* null deletion mutant strain MT14911. For the *X;V, dpy-21(y607 JmjC)* strain, a single amino acid substitution (H1452A), that disrupts the demethylase activity of *dpy-21* (Brejc et al., 2017), was incorporated in the *X;V (ypT47)* strain using CRISPR/Cas9. A 200 bp single-stranded oligonucleotide repair template (BR16_oligo) was used to change the codon 1452 from CAC to GCC. The introduction of the changed codon generated a NotI restriction site that was used to screen, and the change was confirmed by Sanger sequencing (Table S6). BR17F and BR17R primers amplified a 514 bp region that encompasses the mutation site, and NotI digestion generated two fragments of 216 bp and 298 bp only in the mutated allele.

### Genomic data access

The new genomic data is available at Gene Expression Omnibus (GEO) series number GSE169458, and individual accession numbers of the new and published data sets used in this study are listed in Tables S4, S7 and S8.

### ChIP-seq

For the ChIP-seq analyses of GFP-tagged DPY-27 in embryos, gravid adults were heat shocked at 35°C for 30 min and transferred to room temperature for 2 h for recovery. Embryos were collected by bleaching, and ChIP was performed as described previously (Ercan et al., 2007), using 2 μg of anti-GFP (Abcam, ab290) and anti-DPY-26 antibodies with 1–2 mg of embryo extract. Detailed antibody information is given in Tables S3 and S7. The ChIP-seq analysis of the X;V fusion strains was performed in early L3 larvae by hatching embryos in M9 buffer (Stiernagle, 2006) overnight. The next day, L1 larvae were plated on NGM medium containing HB101 *Escherichia coli* and incubated at 20°C for ∼24 h. ChIP in larvae was performed by grinding frozen larvae for a few minutes in a mortar and pestle cooled using liquid nitrogen, followed by crosslinking in phosphate-buffered saline (PBS) containing 1% formaldehyde for 10 min, quenching with 125 mM glycine for 5 min, and preparing ChIP extract as in embryos. X;V wt rep2 was prepared by live crosslinking larvae. Anti-DPY-27 antibody (2 μg) was used with 1–2 mg of extract per ChIP. Half of the ChIP DNA and ∼20–80 ng of the input control DNA were used to make Illumina TruSeq libraries as previously described (Albritton et al., 2017). For each data set, at least two biological replicates were generated, as listed in Table S7. Single-end sequencing was performed in Illumina HiSeq500 or NextSeq.

#### ChIP-seq data analysis

We used bowtie2 version 2.3.2 to align 50–75 bp single-end reads to the *C. elegans* WS220 genome with default parameters (Langmead and Salzberg, 2012). Bam sorting and indexing was performed using samtools version 2.1.1 (Ramirez-Gonzalez et al., 2012). The BamCompare tool in Deeptools version 3.3.1 was used to normalize for the sequencing depth using counts per million reads mapped (CPM) and create ChIP/input ratios with a bin size of 10 bp and 200 bp read extension (Ramírez et al., 2016). Only reads with a minimum mapping quality of 20 were used, and mitochondrial DNA, PCR duplicates and blacklisted regions were removed (Amemiya et al., 2019). The average coverage data was generated by averaging ChIP–input enrichment scores per 10 bp bins across the genome. For alignments and sliding window analysis of replicates, ChIP/input ratios were z-scored using the s.d. and mean of autosomes or chromosomes I to IV in normal and X;V karyotypes, respectively.

### mRNA-seq

mRNA-seq analysis of *sir-2.1* null mutant strain VC199 (*sir-2.1*) was performed as described previously and compared to previously published mRNA-seq data (Kramer et al., 2015). Briefly, embryos and L2/L3 larvae were collected for at least three biological replicates. After collection, worms were stored in Trizol (Invitrogen). RNA was purified following the manufacturer's protocol after freeze-cracking samples five times. RNA was cleaned up using a Qiagen RNeasy kit, and mRNA was purified using Sera-Mag Oligo (dT) beads (Thermo Fisher Scientific) from 1 µg of total RNA. Stranded Illumina libraries were prepared as described previously (Kramer et al., 2015), and sequencing was performed with an Illumina HiSeq-2000 to produce single-end 50–75 bp reads. We aligned reads to the WS220 genome version using Tophat version 2.1.1 with default parameters (Kim et al., 2013). Count data was calculated using HTSeq version 0.6.1 (Anders et al., 2015) and normalized using the R package DESeq2 (Love et al., 2014). TPM counts and DEseq output files are provided in Tables S9–S14.

### Hi-C

CB428 [*dpy-21(e428)*, referred to as *dpy-21* null mutant] and TY5686 [*dpy-21(y607)*, referred to as *dpy-21(JmjC)*] gravid adults were bleached to isolate embryos, which were crosslinked in 50 ml M9 containing 2% formaldehyde, washed with M9 and PBS, and pelleted at 2000 ***g*** for 1 min for storage at −80°C. Approximately 50 µl of the embryo pellet was resuspended and crosslinked a second time using the same conditions, washed once with 50 ml 100 mM Tris-HCl pH 7.5 and twice with 50 ml M9. The embryo pellet was resuspended in 1 ml embryo buffer (110 mM NaCl, 40 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2_, 25 mM HEPES-KOH pH 7.5) containing 1 unit of chitinase (Sigma) and then digested for ∼15 min. Blastomeres were then washed with embryo buffer twice by spinning at 1000 ***g*** for 5 min. The pellet was resuspended in 1 ml Nuclei Buffer A (15 mM Tris–HCl pH 7.5, 2 mM MgCl_2_, 0.34 M sucrose, 0.15 mM spermine, 0.5 mM spermidine, 1 mM DTT, 0.5 mM PMSF, 1×Calbiochem Protease Inhibitor cocktail I, 0.25% NP-40 and 0.1% Triton X-100), centrifuged at 1000 ***g*** for 5 min at 4°C then resuspended in 1.5 ml Nuclei Buffer A. The embryos were Dounce homogenized ten times with a loose pestle A and ten times with a tight pestle B. The cellular debris was spun down for 1 min at 200 ***g***. The supernatant containing nuclei was kept on ice. The pellet was resuspended in 1.5 ml Nuclei Buffer A, and the Dounce homogenization process was repeated four times. Each supernatant was checked for absence of debris by DAPI staining, and supernatants were pooled and spun down at 1000 ***g*** for 10 mins at 4°C. Next, ∼20 µl of nuclei was used to proceed to the Arima Hi-C kit, which uses two 4-base cutters, DpnII (^GATC) and HinfI (G^ANTC), followed by a KAPA Hyper Prep Kit for library preparation per the protocol provided by Arima. Paired-end Illumina sequencing was performed with Nextseq or Novaseq.

### Hi-C data analysis

Reads of 150 bp were trimmed using fastx toolkit version 0.0.14 (http://hannonlab.cshl.edu/fastx_toolkit/index.html) to match replicates generated by 100-bp paired-end sequencing. The Hi-C data was mapped to ce10 (WS220) reference genome using default parameters of the Juicer pipeline version 1.5.7 (Durand et al., 2016). Because Hi-C data generated from the Arima Hi-C kit used two restriction enzymes, dpnII (^GATC) and hinfI (G^ANTC), whereas the published Hi-C data used only one, dpnII (^GATC), the corresponding restriction site files were used for the juicer pipeline. The mapping statistics from the inter_30.txt output file are provided in Table S8. The inter_30.hic outputs were converted to h5 using the hicConvertFormat of HiCExplorer version 3.5.1 for genome-wide normalization and sample-to-sample depth normalization (Ramírez et al., 2018; Wolff et al., 2018, 2020). The inter_30.hic files were first converted to cool files, and the correction method was removed using the --correction_name none option. Then, cool files were converted to h5 files to be used in HiCExplorer as follows. The replicates of the same experimental condition were combined using hicSumMatrices. The count values of each replicate were normalized to match those of the most shallow matrix using hicNormalize with the option --smallest. The same method was used for the summed matrices. Lastly, the hicCorrectMatrix function was applied to each matrix to correct for sequencing bias with the following parameters: --correction_method ICE, -t 1.7 5, --skipDiagonal, --chromosomes I II III IV V X. The distance decay curves were generated by computing the average contact for a given distance using the 5000 bp-binned normalized matrix using hicPlotDistVsCounts with parameters --perchr, maxdepth 20,000,000. The outputs from --outFileData were plotted in R. The curves were normalized to unity to compare different samples by setting the sum of contacts in the distance range of 5000 bp–4 Mb to 1 for each chromosome. To analyze X chromosome-specific changes, we calculated *P*(*s*,chrX)/*P*(*s*,chrA) by dividing the *P*(*s*) of the X chromosome by the average *P*(*s*) of all autosomes (chrA) at every distance, *s*. The insulation scores were computed using the 10kb-binned normalized matrix with the function hicFindTADs using parameters: --correctForMultipleTesting fdr, --minDepth 80,000, --maxDepth 200,000, --step 40,000. The meta-loops were computed using the 10 kb-binned normalized matrix with the hicAggregateContacts function of hicexplorer with parameters: --range 100,000:3,000,000, --avgType mean, --transform obs/exp, --plotType 3d, --vMin 0.8 --vMax 2 --BED 17 strong *rex*es (Albritton et al., 2017). A 400 bp window for the 17 strong *rex* sites defined in Albritton et al. (2017) was used as center regions with an additional 250 kb up- and down-stream regions. The pileup analysis at *rex* sites was done using cooltools (https://github.com/open2c/cooltools) by converting the corrected matrix from hicexplorer format to cool format using hicConvertFormat function.

### Immunoprecipitation and western blots

Immunoprecipitations of GFP-tagged DPY-27 proteins were performed from protein extracts prepared using 200 µl of young adult worms heat shocked at 35°C for 1 h and allowed to recover at 20°C for the indicated times. For immunoprecipitation from embryos, heat-shocked adults were bleached after recovery to obtain ∼100 µl embryos. Worms were Dounce homogenized in lysis buffer (40 mM HEPES pH 7.5, 10% glycerol, 150 mM NaCl, 1 mM EDTA and 0.5% NP-40) complemented with protease inhibitors (Calbiochem cocktail I) and sonicated for 5 min (30 s on and 30 s off in a Bioruptor). Extracts were centrifuged at 17,000 ***g*** for 15 min at 4°C, and 2 mg of protein was incubated overnight with 2–3 µg of the indicated antibody. Antibody details are provided in Table S3. Immunocomplexes were collected with Protein A Sepharose beads (Cytiva, 7-5280-01) at 4°C for 2 h. Beads were washed thrice with 1 ml of immunoprecipitation buffer (50 mM HEPES-KOH pH 7.6, 1 mM EDTA, 0.05% Igepal and 150 mM NaCl). Immunoprecipitated proteins were eluted by boiling in SDS sample buffer and were analyzed by SDS–PAGE and immunoblotting using an anti-DPY-27 antibody (1:2000). Detection was performed using ECL Plus reagents (#PI80196, Thermo Fisher Scientific).

### Worm size analysis

Quantification of worm size was performed in the young adult stage. Worms were allowed to lay eggs for 4 h, and the progeny were grown at 20°C to a young adult stage. Worms were washed with M9, anesthetized with 10 mM levamisole, and placed on a fresh NGM plate without OP50 to achieve an even and clear background. Single worms were obtained using an eyelash, and images of ∼30 worms were acquired using a Dino-Lite eyepiece camera (AM7025X) on a Zeiss stereomicroscope with a 1× magnification. For analysis, the background was subtracted using Fiji (Schindelin et al., 2012) with a rolling ball radius of 50 pixels (light background). The Fiji plugin WormSizer (Moore et al., 2013) was used to analyze worm size and width, and plots were created using Python (https://github.com/ercanlab/2021_Breimann_et_al).

### RNAi conditions

For RNAi experiments, bacterial strains from the Ahringer RNAi library (Fraser et al., 2000) were verified by Sanger sequencing and used for knockdown experiments (*set-1* and *sdc-2*, as well as *pop-1*, which acted as control for efficiency of the RNAi plates) and empty vector (negative control). Single colonies of bacteria were picked and grown in 10 ml LB medium with 50 μg/ml ampicillin overnight (at 37°C shaking at 300 rpm), then transferred to a 400 ml LB with 50 μg/ml ampicillin culture. After 2 h, when the culture reached OD ∼1, expression was induced with 0.1 mM ITPG and cultures were grown for another 3 h. Bacteria were concentrated 10-fold and seeded onto 10 cm NGM plates supplemented with 50 μg/ml ampicillin, 2 μg/ml tetracycline and 1 mM IPTG. Worms were synchronized by bleaching, and L1 larvae were placed on the seeded plates. Worms were used for FRAP experiments after 72 h at 20°C (young adult stage). FRAP experiments for the *set-1* RNAi condition were performed in germline-less worms, indicating successful protein knockdown (Vielle et al., 2012).

### Heat shock, fluorescent labeling and mounting worms for imaging

JF549-HaloTag and JF635-HaloTag ligands were a generous gift from Luke D. Lavis and Jonathan B. Grimm (Janelia Research Farm, Ashburn, USA; Grimm et al., 2015, 2017), and were incorporated into worms by feeding based on a previously reported protocol (Wu et al., 2019) with the following modifications. L4 worms were washed and collected in small Eppendorf tubes with 200 µl M9, concentrated OP50 and 2.5 µM HaloTag dye. Tubes were rotated at room temperature for about 17 h, and worms were then placed on fresh OP50 plates for at least 4 h to reduce the background signal of the unbound HaloTag ligand.

For imaging experiments using the heat shock-inducible DPY-27::GFP, worms were grown to young adult stage and heat shocked for 1 h at 35°C before being recovered at room temperature for 8 h (unless otherwise labeled). Worms were settled in M9 at 4°C for 10 min, and 40 µl was transferred to a well-depression microscopy slide with the addition of 10 µl of 50 mM levamisole (LGC). After 10 min, the worms were transferred onto a 10% agarose pad on a microscope slide and covered with a 1.7 µm objective slide (high precision, no.1.5H, Marienfeld). Excess liquid was removed using a lab tissue (Kimtech precision wipe), and the edges of the objective slide were sealed with a two-component silicone glue (picodent twinsil speed).

### Confocal microscopy and FRAP

Confocal imaging and FRAP were performed on a scanning confocal microscope (Leica SP8) using an HC PL APO 63×1.3 NA glycerol objective (Leica) and Leica Application Suite X (version 3.5.5.19976). For GFP, the white-light laser was set to 482 nm with 10–15% laser intensity, and the emission detection was set to 488–520 nm with a HyD hybrid photodetector and gain of 162%. For JF549, the white-light laser was set to 549 nm with 10% laser intensity, and the emission detection was set to 554–651 nm with a HyD detector and gain of 200% and gating between 0.3 and 6.0. For JF635, the white-light laser was set to 633 nm with 10% laser intensity, and the emission detection was set to 638–777 nm with a HyD detector and gain of 100% and gating between 0.3 and 6.0.

For FRAP in the intestine nuclei, 20 pre-bleach images were acquired, followed by a point bleach (smallest possible bleach spot) of 700 ms with 100% laser power and subsequent acquisition of ∼500 recovery images using 10–15% laser power. The scan speed was set to 600 Hz, with bidirectional scanning (phase X, 29.752) in a frame size of 256×256 pixels (pixel dwell time 0.002425 s). The pinhole was set to 1 AU, and a 7× digital zoom was used to zoom in to single intestine nuclei of young adult worms. The FRAP experimental protocol can be found here: https://dx.doi.org/10.17504/protocols.io.bpkymkxw.

### FRAP data analysis

Image analysis of the fluorescence recovery at the bleach point was performed using a custom-written script in MATLAB (MathWorks). First, lateral drift in pre- and post-bleach image stacks was corrected using discrete Fourier transforms (DFT)-based sub-pixel image registration (Guizar-Sicairos et al., 2008). The area of each intestine nucleus was then manually segmented. The bleached region was determined by automated thresholding (Otsu's method) of an image of the difference of the mean pre-bleach images and the mean of the first five post-bleach images. Acquisition bleaching was detected in the mean intensity of the whole nucleus region of interest in the post-bleach images. This decrease in intensity was fitted with a monoexponential decay and used to correct the acquisition bleaching during fluorescence recovery. To correct for differences in initial intensity and extent of photobleaching, such that different data sets could be directly compared, each acquisition-bleaching-corrected curve was then normalized to an initial value of 1 and an immediate post-bleach value of 0. To estimate the fraction of fluorescent proteins that can diffuse into the bleached region during the experiment's time course (mobile fraction) and the recovery time constant (τ), the post-bleach recovery was fitted with monoexponential function with nonlinear least-squares-based fitting. The mobile fraction was calculated from the monoexponential fit at each experiment's last recorded recovery time point. The recovery half time (T-half), corresponding to the time required to recover half of the fluorescence maximum, is estimated directly from the data. The mean normalized relative intensity of all repeats for each experimental condition was calculated and plotted for each time point with the s.e.m. using Python. The MATLAB analysis script can be found here: https://github.com/ercanlab/2021_Breimann_et_al.

### Intensity distribution analysis

To compare the protein expression and X chromosome-enrichment of DPY-27::GFP and DPY-27(EQ)::GFP, images were recorded at 3 h and 8 h after a 1 h heat shock at 35°C. Two-dimensional images were manually segmented for the nuclear region, and pixel intensity values for the GFP-tagged proteins were recorded for at least 20 images per condition. To compare the average density of pixel intensities per condition, the pixel intensities were binned to ranges of 20, summed for all images of one condition, and divided by the number of used images using Python.

To compare image intensities of endogenous DPY-27::Halo in wild-type and *dpy-21* null conditions, worms were stained with HaloTag-JF549, as described above, and *z*-stack images were recorded to capture the complete intestinal nuclei. To compare DPY-27::Halo enrichment at the X chromosome between different conditions, the HaloTag signal was segmented in 3D using autocontext pixel classification in ilastik, resulting in a simple segmentation that assigns the most probable class for each pixel (Berg et al., 2019). Using Fiji (Schindelin et al., 2012), a binary 3D mask was created from the ilastik segmentation using Otsu's method and used to segment the HaloTag signal. Binned pixel intensities were recorded from both conditions, and density plots were created using Python (https://github.com/ercanlab/2021_Breimann_et_al).

### Recombinant protein and peptide binding assay

The DNA encoding amino acids 351–661 of the DPY-28 protein was amplified from cDNA using the primers DPY 28 351F and DPY-28 660R (Table S2). The cDNA template was prepared from total RNA using SuperScript III (Invitrogen) according to the manufacturer's protocol. The PCR product was digested with BamHI and EcoRI, and was cloned into corresponding sites in pGEX-5X-2 (GE Healthcare). The plasmid was transformed to a BL21 codon+ *E. coli* strain to be induced with 1 mM IPTG for 3 h at 25°C and purified using standard GST protein purification using GE Healthcare Glutathione Sepharose 4B, based on the manufacturer's protocol, and the protein amount was quantified using a Bradford assay. The peptides were kindly provided by Brian Strahl (UNC Biochemistry and Biophysics, Chapel Hill, USA) (Fig. S3D). Briefly, 60 µl of magnetic streptavidin beads (Dynabeads M280; Invitrogen) were washed twice with 1 ml recombinant protein binding buffer (rPBB; 50 mM Tris-HCl pH 8, 0.3 M NaCl, 0.1% Igepal CA360) and incubated rotating for 1 h with 1 nmol peptide at 4°C. The beads were washed twice with rPBB and incubated with 40 pmol of recombinant protein for 3 h, rotating at 4°C. The beads were washed 5 min thrice with rPBB and resuspended in 30 µl SDS sample buffer, and 15 µl was run on a 4–12% Bis-Tris MOPS gel (Invitrogen), transferred to a PVDF membrane and blocked with 1×PBS containing 0.1% Tween-20 and 5% dry milk. Bound peptides were visualized using an anti-GST antibody (GE 27-4577-50; 1:2000) and HRP-conjugated donkey anti-goat-IgG antibody (Promega V8051; 1:10,000) with ECL Plus (GE) and a Typhoon scanner.

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

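The data are mRNA-seq libraries of mixed embryos from 3 strains, each after heat shock of the parents at 35°C for 30 min and 2 h of recovery: wild type, DPY-27::GFP and DPY-27(EQ)::GFP, with 3 libraries each. Strain and replicate were taken from the sample labels, and all 9 libraries were mapped. The paper's mRNA-seq methods are written for another strain. They state stranded libraries, single-end reads, alignment to WS220 with Tophat 2.1.1, counting with HTSeq 0.6.1 and normalization with DESeq2. The strand option of the counting is not named in the paper's text.

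The authors deposited raw counts per gene for each library and a merged table of the same counts, and the values in both kinds of file were identical. The authors also deposited TPM values for each library, with gene positions. A pair of deposited tables compares each transgenic strain with wild type: the authors give a mean normalized signal over libraries, a log2 fold change with its standard error, a test score, a p-value and an adjusted p-value for each gene. A fit of DESeq2 to the counts of the 2 strains concerned gave the same log2 fold changes, with a median absolute difference of 2.53e-06 and 8.6e-06. The number of columns of per-sample values left unused was 0.

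Rows of the count files that name no gene (reads on no feature, ambiguous, or not aligned uniquely) held 55.2% to 58.2% of all rows' reads in wild type, 12.6% to 13.5% in DPY-27::GFP and 12.8% to 21.2% in DPY-27(EQ)::GFP. They were kept out of library sizes and tests. Reads on genes per library had a median of 21950907 in wild type, 8294367 in DPY-27::GFP and 8911267 in DPY-27(EQ)::GFP. A count of 3 was taken as the floor, and a fold against a strain whose libraries were all at or under it is given as a bound. Intervals and floors cover counting error only.

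The counts of 20389 genes were filtered with edgeR's filterByExpr, which left 12643 genes (62.0%), normalized with TMM and fitted for all 9 libraries with glmQLFit and glmQLFTest (edgeR 4.0.16, limma 3.58.1, R 4.3.3). Log2 CPM values used a prior count of 2. X-linked genes were compared with autosomal genes by the difference of medians, by camera and, per library, by exact permutation. DESeq2 1.42.0 was an alternative. Of the genes, 19841 carried a WormBase identifier in the authors' deposited tables and 499 more were matched by sequence name to the WBcel235 annotation, from which exon overlap, exonic length and strand were taken. Positions printed are those of the deposited TPM table, on WS220, the build the methods name, and opposite-strand overlap of gene spans used them with the strand of the annotation. Figures were drawn with matplotlib 3.10.9.

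The genes named are those the paper names around the complex, the transgene, H4K20 and H4K16 modification, and, for each comparison, the 3 X-linked and 3 autosomal genes with the smallest adjusted p among those called in which every library of one strain lay on the same side of every library of the other. Marker lists for embryo stage (23 maternal and 17 of 18 late genes used, autosomal) and heat shock (3 of 7 genes used) were written before their values were seen.

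Whether equal replicate numbers pair the libraries was checked from the correlation of same-numbered deviations from the strain means. For DPY-27::GFP and wild type the 3 correlations were 0.103, 0.423 and 0.449, all above 0.1, which is the only ground for treating those numbers as pairs, since neither the labels nor the paper's text says what a number marks. Every pair of libraries differed by more than the sampling noise of their counts.

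The statistics were tested on simulated counts for 12643 genes. Counts were drawn for each gene independently. Of 200 genes above the median expression, changed by a log2 fold change of 2 up or down, 100% were called. A further 16 unchanged genes were called as well. A true X chromosome shift of 0.3 was estimated as 0.30, and with no change the estimate was -0.011. The X chromosome shifts of the real libraries were smaller than 0.3, and smaller changes were not simulated. The alternatives tried were other normalizations, filters, sets of libraries, covariates, replicates left out, thresholds, TPM values with pseudocounts of 1 and 0.1, and other gene set tests.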

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

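The embryo stage index as a covariate, thinning and the test of the library name prefix on DPY-27(EQ)::GFP replicate 3 were chosen only after results had been seen. Autosomal genes called higher than in wild type fall outside what the paper reports on this experiment. There were 356 in DPY-27::GFP and 189 in DPY-27(EQ)::GFP, which is a signal in genes the paper does not discuss, above the level in the wild-type libraries. Of the 10 splits of the 6 libraries of DPY-27::GFP and wild type, 1, the real one, gave as many genes with an adjusted p under 0.05, and the other splits gave 0, with 69 to 2351 genes at an unadjusted p under 0.05. The same held for DPY-27(EQ)::GFP and wild type, where 1 of 10 splits gave as many and the others gave 0, with 50 to 542 at an unadjusted p under 0.05. For X-linked genes called higher, too, 1 of 10 splits gave as many in each of these comparisons. With 10 splits this share cannot go under 0.1. Among the 4 splits of DPY-27::GFP and wild type that part all same-numbered libraries, the real one alone gave calls, and the others had 125 to 494 genes at an unadjusted p under 0.05. Since the 2 comparisons share the wild-type libraries, their log2 fold changes correlate without any effect. The correlation was 0.94 across genes, against a mean of 0.454 in 20 simulations of unchanged libraries, and 772 genes were called in both comparisons in one direction, against 0 in the simulations. The values of both strains therefore differ from wild type in a shared way, beyond what sharing wild-type libraries gave in these simulations. The simulated libraries held no difference of the wild-type libraries in stage or handling. Both comparisons would share such a difference, so it stays open.

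Technical explanations stay open. The library name prefix separates wild type from every DPY-27::GFP library, and what it stands for is not stated. DPY-27(EQ)::GFP replicate 3 carries the wild-type prefix, so a difference that goes with the prefix would set it apart from replicates 1 and 2. Genes for this test were taken from a fit of DPY-27::GFP and wild type alone. At the 102 autosomal genes called higher in DPY-27::GFP, the median log2 difference was -1.10 between wild type and DPY-27::GFP, and 0.11 between DPY-27(EQ)::GFP replicate 3 and replicates 1 and 2, that is -10% of it. At the 496 called lower these were 1.17 and -0.074, that is -6.3%. Between DPY-27(EQ)::GFP replicates 1 and 2 the medians were 0.29 and -0.076. Across genes, which are not independent replicates, the log2 CPM of replicate 3 correlated at 0.953 to 0.964 with the wild-type libraries and at 0.977 to 0.988 with the DPY-27::GFP libraries. It had 0.0826 reads on no feature per read on a gene, against 1.04 to 1.09 in wild type. These values go against the prefix as the whole cause of the difference from wild type, but they come from 1 library, so the prefix stays open. With the prefix as a covariate 1 gene was called higher and 38 lower in DPY-27::GFP, and 11 and 110 in DPY-27(EQ)::GFP, and 0 X-linked genes were called higher in either. In that fit the prefix rests on DPY-27(EQ)::GFP replicate 3 against replicates 1 and 2, which also lowers the precision, so lost calls do not show that the prefix is the cause. With the stage index as a covariate 205 genes were called higher in DPY-27::GFP and 69 in DPY-27(EQ)::GFP, autosomal and X-linked together, against 432 and 230 without it. After thinning to the smallest library 325 and 177 were. Without wild-type replicate 3 the numbers called higher were 20 and 17. DESeq2 raised them to 996 and 689. The fit of 2 strains lowered the number in DPY-27::GFP to 121 and raised that in DPY-27(EQ)::GFP to 1488. Without DPY-27::GFP replicate 3, 1526 were called higher in DPY-27::GFP. An effect of the transgenes stays among the open explanations, as untested.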

How the results depend on the processing

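Alternatives were set before the data were examined, apart from those named here as chosen after seeing the data: the exclusion of genes overlapped on the opposite strand, the embryo stage index, thinned counts, chromosome V as the comparison and DESeq2 on the 2 strains compared. The last was added when it proved to be the fit behind the authors' deposited tables.

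The X chromosome shift of DPY-27(EQ)::GFP against wild type, 0.14, stayed positive and past the threshold under DESeq2's size factors, autosomal TMM, both filters, the fit of 2 strains, the replicate block, the name prefix, each replicate left out (0.091 to 0.19) and matched autosomal genes. It was not past the threshold with TPM values (0.068 with a pseudocount of 1 and 0.091 with 0.1), with an estimated correlation (0.14, p 0.37), under fry (0.22) or against chromosome V alone (0.051). With the stage index as a covariate it reversed, to -0.050, and that of DPY-27::GFP against wild type to -0.075. The latter was 0.092 and passed the threshold only with the name prefix (0.15) and without wild-type replicate 2 or DPY-27::GFP replicate 3, among the alternatives run. It was 0.022 without DPY-27::GFP replicate 2 and 0.16 without DPY-27::GFP replicate 3, the ends of its range with a replicate left out. The shift of DPY-27(EQ)::GFP against DPY-27::GFP, 0.041, was past the threshold with at least 10 counts in every library (0.042), with matched autosomal genes (0.047), and without genes with an exon (0.044) or a span (0.045) overlapped on the opposite strand. It was 0 with no filter, where ties at 0 among genes with almost no reads can fix the medians. With a replicate left out it ran from -0.030, without DPY-27::GFP replicate 3, to 0.12, without DPY-27::GFP replicate 2. For the changes of these shifts the cause was not tested, apart from embryo stage.

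Gene counts moved more. For DPY-27::GFP against wild type (1374 called, 432 higher and 942 lower), DESeq2 called 2181 (996 higher, 1185 lower), the fit of 2 strains 668, the name prefix 39, an adjusted p under 0.01 329 (27 higher, 302 lower), the exon exclusion 901, the span exclusion 861, the stage index 834 and thinning with the block 879. With a replicate left out the count ran from 280 to 3172, the latter without DPY-27::GFP replicate 3. For DPY-27(EQ)::GFP against wild type (872 called, 230 higher and 642 lower), DESeq2 called 1724 (689 higher, 1035 lower), the fit of 2 strains 3059 (1488 higher, 1571 lower), the prefix 121, an adjusted p under 0.01 246, the exon exclusion 543, the span exclusion 479, the stage index 403, thinning with the block 567 and DESeq2 on the 2 strains 2913. With a replicate left out it ran from 233 to 454. X-linked genes called higher in DPY-27::GFP (74) were 178 with DESeq2, 15 in the fit of 2 strains, 0 with the prefix, 0 at an adjusted p under 0.01, 48 with the span exclusion, 2 with the stage index, 30 with thinning and the block, and 0 to 323 with a replicate left out. Those in DPY-27(EQ)::GFP (39) were 147 with DESeq2, 81 with no filter, 25 with at least 10 counts, 315 in the fit of 2 strains, 0 with the prefix, 1 at an adjusted p under 0.01, 24 with the span exclusion, 1 with the stage index, 21 with thinning and the block, 282 with DESeq2 on the 2 strains, and 0 to 13 with a replicate left out. Leaving out a library also leaves fewer samples, and excluding overlapped genes leaves fewer genes. For the other changes the cause was not tested. Between the transgenic strains 0 genes were called in every alternative run, with 116 at an unadjusted p under 0.05 in the fit of the 9 libraries.

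The replicate block was fitted over all 9 libraries. With it, X-linked genes called higher fell to 37 in DPY-27::GFP and to 25 in DPY-27(EQ)::GFP. All genes called fell to 1006 (252 higher, 754 lower) in DPY-27::GFP and to 677 (160 higher, 517 lower) in DPY-27(EQ)::GFP. The shifts under the block were 0.092, 0.15 and 0.039, and each stayed on its side of the threshold. Same-numbered deviations of DPY-27(EQ)::GFP and wild type correlated at 0.0235, -0.263 and 0.0131, and those of the transgenic strains at -0.247, -0.479 and -0.131, so those libraries share only a number.

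Among single genes, 37 of 594 values changed direction, in genes whose log2 fold change was at most 0.13 in size. In DPY-27::GFP against wild type these were mix-1 with DESeq2 (0.034), sdc-2 with the replicate block (-0.022), and dpy-28 (0.067), mix-1 (0.13) and set-1 (-0.095) with the prefix. In DPY-27(EQ)::GFP against wild type they were sdc-3 (0.086) and smc-4 (0.028) with the prefix, and between the transgenic strains slc-17.1 (-0.00062). With a replicate left out, the log2 fold change in DPY-27::GFP ran from -0.18 to 0.11 for dpy-28, -0.059 to 0.24 for capg-1, -0.17 to 0.18 for mix-1, -0.23 to 0.19 for sdc-2 and -0.0021 to 0.30 for set-1. In DPY-27(EQ)::GFP it ran from -0.19 to 0.014 for dpy-21, -0.063 to 0.072 for capg-1, -0.20 to 0.0045 for sdc-3 and -0.13 to 0.024 for set-1. Between the transgenic strains it ran from -0.32 to 0.12 for dpy-27, -0.29 to 0.0089 for dpy-28, -0.23 to 0.086 for capg-1, -0.14 to 0.073 for dpy-30, -0.25 to 0.067 for smcl-1, -0.025 to 0.11 for slc-17.1, -0.030 to 0.21 for M03F4.6 and -0.22 to 0.027 for zig-7. A further 2 values were weaker and 5 stronger.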

Differences from the paper's values

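The paper states that embryos expressing DPY-27(EQ)::GFP show slightly higher X chromosome upregulation than those expressing DPY-27::GFP. Here the shift between them was 0.041, in the paper's direction but not past the threshold (camera p 0.0534). It was past the threshold, in the same direction, with at least 10 counts in every library (camera p 0.0201), with autosomal genes matched on expression (0.0307), and without DPY-27::GFP replicate 1 (0.0484), DPY-27::GFP replicate 2 (0.00104) or DPY-27(EQ)::GFP replicate 2 (0.000237). It was also past it under settings chosen after seeing the values: without genes with an exon (0.0416) or a span (0.0373) overlapped on the opposite strand, and after removal of a trend on gene length and expression (0.0119). Without DPY-27::GFP replicate 3 the direction was the opposite, at -0.030. With no filter on low counts the shift was 0, a value that ties among genes with almost no reads can fix.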

Other observations

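The tests of span overlap and of genes split at an 8-fold difference, and the limits by which the overlap shares are read, were chosen only after the overlap results were seen, and so was the rule by which corrected shifts between the transgenic strains are read. The same holds for the stage index, thinning and the removal of the length trend as ways to look again at the X chromosome shifts, and the correlation within prefixes.

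X-linked genes stood higher against autosomal genes in DPY-27(EQ)::GFP than in wild type, by 0.14. The tables argue against a few technical explanations as the whole cause. Without genes with an exon overlapped on the opposite strand the shift was 0.136, and after thinning all libraries to the smallest total it was 0.132, both past the threshold. After removal of a smooth trend on exonic length and mean expression, over the 98.2% of genes with a length, it fell from 0.15 to 0.105 (camera p 0.0408), which leaves a part of length bias open. A mixture of embryo stages stays open and is a candidate explanation. A stage index, the mean of late embryonic minus that of maternal autosomal marker genes, correlated with the X minus autosome value within strains (r = 0.92, exact permutation over 216 orders within strains, p = 0.00463, the smallest they can give). Over the 9 libraries Pearson's r was 0.91 (exact permutation p = 0.000617) and Spearman's rho 0.97 (exact permutation p = 0.000165), and with both measures centred within the library name prefix r was 0.95 (exact permutation over 2880 orders within prefixes, p = 0.000347, the smallest they can give). After Benjamini-Hochberg adjustment over these 4 tests the p values were 0.00463, 0.000823, 0.000661 and 0.000694. The relation therefore held with the difference between the prefixes removed, and no r is given for each prefix alone, since 4 libraries carry one and 5 the other. Pearson's r was 0.85 over 7 libraries without wild-type replicate 3 and DPY-27::GFP replicate 2, the farthest from the median index. With the index as a covariate, the shift was -0.0498, so the values this explanation needs are there. The index was higher in DPY-27(EQ)::GFP than in wild type by 1.10 (exact permutation p = 0.1, the smallest 3 against 3 allow) and in DPY-27::GFP by 1.03 (exact permutation p = 0.2). Whether the strains or the collections differed in stage cannot be read from these libraries, and an effect of the transgene on development, or on the X chromosome itself, remains untested. Of the 10 splits of these 6 libraries, 2 gave a shift as large, and for DPY-27::GFP against wild type 5 of 10 did.

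Between the transgenic strains the shift of 0.041 was not past the threshold, and the difference between library means was smaller than the spread between replicates. With a replicate left out the shift ran from -0.030, without DPY-27::GFP replicate 3, to 0.12, without DPY-27::GFP replicate 2. The tables argue against gene length bias as the whole cause of the value in these libraries. After removal of the length trend it was 0.0503 and past the threshold (camera p 0.0119). Without genes with an exon overlapped on the opposite strand it was 0.0435 (camera p 0.0416). This exclusion cannot test opposite-strand reads in wild type, since wild type does not enter the contrast. In a fit of the transgenic strains alone the shift was 0.041 (camera p 0.0585), so such reads have no direct part in it. Thinning left the shift at 0.0407 (camera p 0.0675), which argues against depth as the source of its size in these libraries. That p-value decides nothing, since the shift was not past the threshold before thinning either. Embryo stage stays open. With the stage index the shift was 0.0312 (camera p 0.104), and the index differed by only 0.071 between the strains. The name prefix stays open too: without DPY-27(EQ)::GFP replicate 3 the shift was 0.012 (camera p 0.558), and this is 1 library. Such a drop was not specific to the prefix. Without DPY-27(EQ)::GFP replicate 1, which shares the prefix of the DPY-27::GFP libraries, the shift was 0.0097 (camera p 0.532). Without DPY-27(EQ)::GFP replicate 2 it rose to 0.085. Of the 10 splits of these libraries 7 gave a shift as large. The real split called 0 genes (116 at an unadjusted p under 0.05), so 10 of 10 splits gave as many by construction, for all genes and for X-linked genes called higher, and this decides nothing. A single other split, DPY-27::GFP replicates 1 and 3 with DPY-27(EQ)::GFP replicate 2 against the remaining 3 libraries, gave 947 calls and a shift of 0.20. Those remaining libraries hold the highest stage indices of the 6, at 1.09, 0.708 and 0.374, a split that may follow stage rather than strain.

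In both strains 582 genes were called lower than in wild type and 190 higher. Depth was not the whole cause, since after thinning 504 genes were lower in both, 490 of them the same genes, and with the replicate block 405. The wild-type libraries hold about as many reads on no feature as on genes, which may come from reads of both strands in libraries counted by strand. If a gene's wild-type count came from the opposite-strand gene, the lower genes would overlap such genes. Of the genes lower in both, 35.6% had an exon overlapped on the opposite strand, against 21.6% of genes called in neither comparison and 19.5% of those higher in both. Most genes of the set therefore had no such overlap, which argues against this explanation for the whole set. Of the 87 genes at least 8-fold lower in both, 72.6% of those with a known strand overlapped an opposite-strand gene by span, against 19.9% of genes called in neither. For the 495 less than 8-fold lower the share was 35.0%, which argues against this as the cause of most of them. For the 87 genes this explanation is a hypothesis. They were also lower in the deposited TPM values, with a median log2(TPM + 0.1) difference of -3.411 against -4.543 in the counts, each relative to genes called in neither. The TPM values are not the counts rescaled, since over 6877 genes with at least 100 counts in every library the log2 ratio of TPM to count varied between libraries with a median SD of 0.061, after one factor per library. Both tables can still share the handling of strand, which the paper's text does not state, so whether the counting or the RNA level differed for these genes cannot be told apart from these values.

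The autosomal genes named by their adjusted p fell in this set. In DPY-27::GFP, ZK742.6 was lower than wild type by a log2 fold change of -6.09, T09B4.6 was at least 1109-fold lower and W06A7.4 at least 279.5-fold lower, and each overlaps a gene on the opposite strand, by 912, 583 and 231 bases. With the name prefix as a covariate W06A7.4 was no longer called in DPY-27::GFP (edgeR adjusted p 0.263). The gene zig-7 had a log2 fold change of -7.28 in DPY-27::GFP (edgeR adjusted p 3.79e-10). Its values were 667 ± 54.1 CPM in wild type and 4.25 ± 0.655 in DPY-27::GFP (SD, n = 3 each). It overlaps no annotated gene on the opposite strand, so reads of such a gene leave it unexplained. Opposite-strand reads from outside annotated genes were not tested. In DPY-27(EQ)::GFP zig-7 was at 4.06 CPM.

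In the authors' deposited tables 1363 genes had an adjusted p under 0.05 for DPY-27::GFP against wild type and 2922 for DPY-27(EQ)::GFP against wild type, of which 91 and 286 were X-linked and higher. Of the genes called here, 1176 of 1374 and 869 of 872 were also called in the authors' deposited tables. Over the tested genes, the X chromosome shift in the authors' deposited tables was 0.094 and 0.14.

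The mean log2(CPM) of 3 heat-shock genes was 6.35 ± 0.585 in wild type, 5.61 ± 0.442 in DPY-27::GFP and 5.76 ± 0.601 in DPY-27(EQ)::GFP (SD, n = 3 each). The exact permutation p was 0.3 and 0.4 against wild type and 0.8 between the transgenic strains.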
